# A Bidirectional Single‐Cell Migration and Retrieval Chip for Quantitative Study of Dendritic Cell Migration

**DOI:** 10.1002/advs.202204544

**Published:** 2023-01-19

**Authors:** Ning Shao, Yufu Zhou, Jun Yao, Pengchao Zhang, Yanni Song, Kai Zhang, Xin Han, Bin Wang, Xuewu Liu

**Keywords:** cell retrieval, dendritic cell, microfluidics, RNA‐seq, single cell migration

## Abstract

Dendritic cell (DC) migration is a fundamental step during execution of its adaptive immunity functions. Studying DC migration characteristics is critical for development of DC‐dependent allergy treatments, vaccines, and cancer immunotherapies. Here, a microfluidics‐based single‐cell migration platform is described that enables high‐throughput and precise bidirectional cell migration assays. It also allows selective retrieval of cell subpopulations that have different migratory potentials. Using this microfluidic platform, DC migration is investigated in response to different chemoattractants and inhibitors, quantitatively describe DC migration patterns and retrieve DC subpopulations of different migratory potentials for differential gene expression analysis. This platform opens an avenue for precise characterization of cell migration and potential discovery of therapeutic modulators.

## 1 Introduction

Dendritic cells (DCs) play an essential role in linking innate immunity to adaptive immunity. Immature DCs act as sentinels in peripheral tissues, especially those with abundant antigen exposure (e.g., skin and mucosal surfaces). Upon sampling antigens, they can undergo an activation and maturation process and migrate through afferent lymphatic vessels to draining lymph nodes (LNs). After reaching the draining LNs, DCs present antigens to naive T cells to stimulate lymphocyte expansion and differentiation.^[^ ^1^ ^]^ DC migration is fundamental for execution of their functions during maintenance of immune surveillance and tissue homeostasis, and disease pathogenesis.^[^ ^2^ ^]^ The migration is tightly regulated by a large variety of signals, of which receptor‐chemokine axes have fundamental roles.^[^ ^3^ ^]^ C‐C chemokine receptor 7 (CCR7) and its two ligands, C‐C chemokine ligand 19 (CCL19) and CCL21, form the dominant receptor‐chemokine axis involved in the directional migration of DCs from peripheral sites to lymph nodes.^[^ ^4^ ^]^ Other axes, such as C‐X‐C chemokine ligand 12 (CXCL12) and its receptor C‐X‐C chemokine receptor 4 (CXCR4), and sphingosine‐1‐phosphate (S1P) and S1P receptors, are also involved in this process.^[^ ^5^ ^]^ Better understanding of DC migration is critical for successful manipulation of DC and fine tuning of immune responses in the treatment of allergies and development of efficient vaccines and cancer immunotherapies.^[^ ^6^ ^]^

Traditional approaches for studying cell migration, such as Boyden chambers,^[^ ^7^ ^]^ Dunn and Zigmond chambers,^[^ ^8^ ^]^ and capillary techniques,^[^ ^9^ ^]^ have significant limitations when used to quantitatively and accurately study the diverse patterns and dynamics of cell migration processes. They are either not suitable for time‐lapse imaging of cell migration dynamics, or lack of confinement mimicking in vivo cell migration environment with precise controlling of chemo‐gradient. Microfluidic platforms including microchannels, microchambers, and embedded 3D gel structures are increasingly developed to study cell migration.^[^ ^10^ ^]^ For example, Irimia et al. reported the first microchannel‐based microfluidic device for studying constrained cell migration. They also introduced passive balancing of flow between two fluid streams by contacting them then splitting them again in the migration channel area.^[^ ^10h^ ^]^ Boneschansker et al. introduced a microfluidic platform to simultaneously analyze leukocyte migration signatures both toward and against the chemoattractants by positioning cells in a central channel with two spatial chemo‐gradients on each side.^[^ ^10b^ ^]^ Boribong et al. presented a competitive chemotaxis‐chip that exposed cells randomly in a central channel to competing chemoattractant gradients generated by diffusion between two reservoirs loaded by pipetting.^[^ ^10g^ ^]^ In addition, microfluidic platforms has also been used to study DC migration in vitro and have contributed to significant advances in understanding of DC biology.^[^ ^11^ ^]^ For example, Lennon‐Dumenil's group has been leveraging microchannel‐based microfluidic devices to reveal the underlying mechanisms that regulate DC migration.^[^ ^11a,c–e^ ^]^

While considerable progress has been achieved, many challenges hinder wider use of these platforms in quantitative and accurate study of chemotactic cell migration. In our opinion, an ideal platform for this application would meet the following criteria: it could provide well‐controlled and long‐lasting chemo‐gradient; it could precisely position a large number of cells at the same gradient line at the initiation of the migration and could monitor their migration at the single‐cell resolution; it could mimic the *in‐vivo* cell migration environment such as the confinement and extracellular matrix; it could precisely isolate and retrieve cells with different migratory potentials (i.e., migrating toward chemoattractants, away from chemoattractants and non‐migratory) for downstream analysis. To date, development of platforms that could meet all the above criteria is still a challenge.

Herein we present a bidirectional single‐cell migration chip (BM‐Chip) device with 1000 single‐cell traps and corresponding bidirectional confined migration channels on the two sides of the individual traps. The BM‐Chip assay allows two opposite spatial chemokine gradients on each side of the cell traps, single‐cell resolution, a simultaneous migration start line, and three retrieval sites to retrieve cells migrated toward/against the chemokine source and non‐migratory cells. Using time‐lapse imaging, this platform enables us to examine how the cells sense chemokine gradients, deform and migrate into the confined microchannels and migrate out, as well as the percentages of migrating cells and their directionality. We use BM‐Chip to monitor DC migration in response to different chemoattractants and inhibitors and selectively retrieve cell subgroups with different migratory potentials. The BM‐Chip provides a precise and quantitative platform to investigate migration patterns of single cells and molecular signature of cell subgroups with different migratory potentials, as well as a useful platform for the assessment of anti‐inflammatory agents.

## 2 Results

### 2.1 Principle and Characterization of the BM‐Chip

DC migration from peripheral tissues to afferent lymph vessels and then to draining lymph nodes relies on chemokine guidance (**Figure** **1**a). To mimic DC migration in constrained tissue environments, we designed the BM‐Chip (Figure 1b–d). The BM‐Chip consists of open reservoirs for chemoattractants and media and a connected microfluidic network with three heights: central cell‐loading channels that have a height of 20 µm and contains columns of single‐cell traps, an array of orthogonal confined migration channels that have a height of 4 µm and a width of 5 µm and connect the central cell‐loading channels with the open reservoirs, and large bypass/equilibrating channels that have a height of 150 µm and a width of 1.5 mm and connect the open reservoirs. The dimensions of the structures are presented in Figure S1, Supporting Information. Each chip contains four columns of cell traps (250 cell traps per column) and five large reservoirs all connected to each other with bypass channels. The chip was pre‐functionalized with human collagen type I to mimic the extracellular matrix in vivo. Single cell suspension was loaded into each inlet and flowed into the central channels by negative pressure from the outlet (Figure S2, Supporting Information). Single cells were trapped by the V‐shape hooks, forming uniform and reproducible single‐cell columns with high efficiency (Figure 1e). The width of the central channels, the dimension of the traps and the distance between two neighboring traps have been optimized based on our previous work to achieve high trapping efficiency.^[^ ^12^ ^]^ After loading the cells, the inlets and the outlet was tightly blocked to stop the flow in the central channels. Then the medium in the chemoattractant reservoirs was changed to the medium with the designated chemokine immediately. Our design utilized a design with large bypass channels between the large open reservoirs.^[^ ^13^ ^]^ The large bypass channels rapidly equilibrate the fluid pressure difference between the reservoirs caused by possible uneven fluid levels, and thus prevent convective fluid flow in the migration channels and allows the formation of diffusion‐based gradient. The modelling demonstrated that the bypass channel design could remarkably shorten the fluid pressure equilibrating time for 0.1 mm difference of fluid levels between two reservoirs from 184 h to 173 s (Tables S1, S2, Supporting Information, and calculations in the Supporting Information). We examined the spatial and temporal gradient evolution experimentally by introducing Texas Red‐labeled 10 kDa dextran to the source reservoirs and monitoring the gradient formation by time‐lapse microscopy (Figure 1f,g). Time‐lapse microscopy revealed that a gradient started forming within 10 min and a near‐steady‐state gradient was reached after 210 min. Though the experimental time in this work is 12 h, we demonstrated both experimentally and computationally that the gradient established in the channels was able to sustain for at least 24 h (Figure S3 and Table S3, Supporting Information). It is noteworthy that due to the different heights of the central cell loading channel (20 µm) and the migration channels (4 µm), the imaged fluorescent intensities in the central channel became higher than those in the source side of the migration channels over time. Experiments with cells confirmed that the formed chemokine gradients successfully guided migration of the DCs toward the chemokine CCL19 (Figure 1h). Notably, the elongated cell bodies and nuclei suggest substantial cell confinement and deformation in the microchannels, which also occurs when DCs migrate in narrow interstitial spaces substantially smaller than the cell in cross‐section and when they squeeze through constrictive gaps in the basement membrane to enter lymphatic capillaries.^[^ ^14^ ^]^ After the migration assay, the cells that migrate out to each reservoir can be retrieved by direct pipetting, and the non‐migrating cells that remain in the central channels can be retrieved by reverse‐flushing from the outlet followed by collecting from the inlets using a pipette (Figure 1b). The selective cell retrieval enables following cellular analysis or molecular analysis of gene expression differences between cell subgroups with different chemotactic potentials.

**Figure 1:**
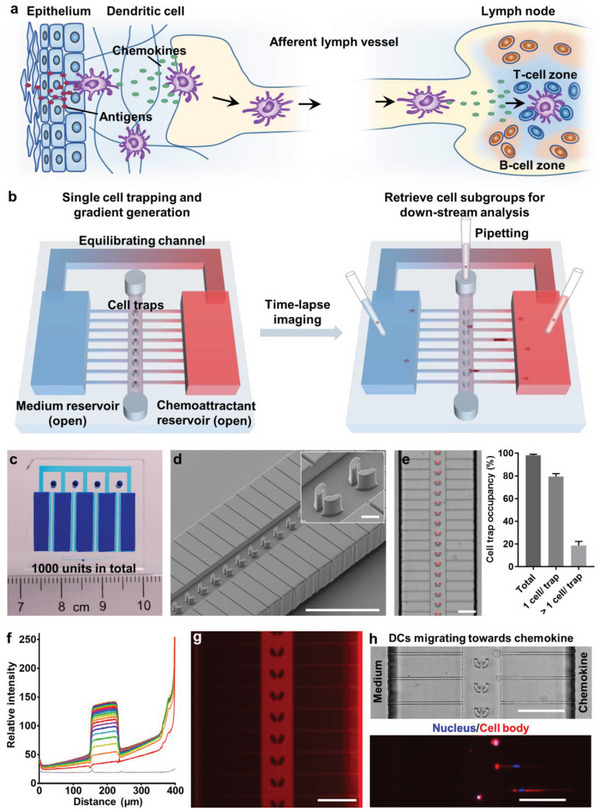
The BM‐Chip is a high‐throughput single‐cell migration assay platform with cell‐retrieval capability. a) Schematic illustration of DC migration to a draining lymph node. b) Schematic view of the BM‐Chip assay from cell loading and gradient generation (left) to cell retrieval after migration (right). c) Image of a BM‐Chip device with reservoirs and channel network indicated by a blue dye. d) A scanning electron microscopy image showing the central cell loading channel with cell trap arrays and the narrow migration channels on each side that connects the reservoirs. Scale bar is 200 µm for the main image and 20 µm for the insert. e) A representative image of the cell trapping and the quantified cell trap occupancies showing generation of single‐cell columns with high efficiency. Data are from four experiments with 500 traps counted in total. Bars represent mean ± standard deviation (SD) values. f) Temporally evolving gradients in the device from 0 min (the gray line on the bottom) to 12 h (the green line on the top) using 10 kDa fluorescein‐labelled dextran as the chemokine‐indicator. Data were collected at the time points from 0 min to 220 min with 10‐min interval, and 4 h, 6 h, and 12 h, individually. The fluorescent signals in the central channel are higher than the signals in the right migration channels because of the different channel heights (20 µm vs 4 µm). g) A representative image of the near‐steady‐state gradients at 210 min. h) Representative images of DC migration in response to a chemokine (CCL19 here). Scale bars are 100 µm for (e) and (g, h).

### 2.2 DCs Respond to Different Chemoattractants Differently

To study DC migration, we first generated DCs from human peripheral blood mononuclear cells (PBMCs) using adherent isolation of monocytes, followed by culturing in medium supplemented with interleukin‐4 (IL‐4) and granulocyte‐macrophage colony‐stimulating factor (GM‐CSF). The induced DCs were then matured using an additional cytokine cocktail and prostaglandin E2 (PGE2). Mature DCs (mDCs) with a distinct surface marker phenotype were characterized using flow cytometry (Figure S4, Supporting Information).^[^ ^15^ ^]^ DC migration is highly sensitive to the geometry of their surrounding environment, in which confinement is a key element. It has been shown that DCs can migrate in 3D environments but not in 2D environments in the absence of integrins, and they migrated significantly faster in confined spaces.^[^ ^16^ ^]^ To compare DC migration in differently confined spaces, we used time‐lapse microscopy to monitor migration of individual DCs in BM‐Chips with different microchannel cross‐sectional dimensions (width×height), that is, 5×1.5 um constrictions, 5×4 µm, 8×5 µm, 16×5 µm, 8×8 µm, and 16×8 µm (Figure S5a, Supporting Information). We found that it took the longest time for DCs to cross the 5×1.5 um constrictions and slightly shorter time to squeeze into the 5×4 µm microchannels (Figure S5b, Supporting Information), which could cause nuclear deformation (Figure 1h). In contrast, it took significantly shorter time for DCs to migrate into the rest four sets of microchannels with bigger sizes and differences among them are minimal. The average migration speeds of DCs in the 5×4 µm microchannels with two 1.5 um constrictions are significantly lower than the migration speeds of DCs in other microchannels, which slightly increased with the increase of channel cross‐section area (Figure S5c, Supporting Information). These data suggest that in confined spaces, nuclear deformation could be a rate‐limiting factor for DC migration if the space is narrower than the size of the cell nucleus. We then characterized patterns of mDC migration in response to four chemoattractants (i.e., CCL19, CCL21, CXCL12, and complement component 5a (C5a)) (**Figure** **2**a). Unlike traditional one‐directional migration assays, the BM‐Chip allowed the cells in the central channel to migrate either toward or away from the chemoattractants. We found that both CCL19 and CXCL12 had strong chemo‐attraction to mDCs. The percentages of DCs migrating toward CCL19 and CXCL12 decreased accordingly as the chemokine concentration decreased gradually from 250 to 10 nm (81.4% to 21.1% for CCL19 and 71.1% to 10.8% for CXCL12) while the percentages of DCs migrating away from the chemokines increased (0.4% to 9.0% for CCL19 and 0.4% to 6.5% for CXCL12). While the chemo‐attraction effect to mDCs was still statistically significant (P<0.01) when the source concentration of CCL19 was as low as 10 nm, the chemoattractant effect was not significant when the CXCL12 concentration decreased to 25 nm. We also found that soluble CCL21 only had moderate chemo‐attraction to mDCs at high concentrations compared to CCL19 and CXCL12 (Figure 2a; Movies S1–S3, Supporting Information). This could be due to the fact that CCL21 guides DC chemotaxis mainly through immobilized gradient in vivo.^[^ ^4b^ ^]^ Though it has been reported that C5a is a potential DC chemoattractant,^[^ ^17^ ^]^ it did not show clear chemo‐attraction to mDCs in our experimental setting. The percentages of cells migrating toward or away from both 250 and 100 nm C5a were roughly equal and were as low as the percentages found under the medium‐only condition. The time‐lapse videos revealed that the cells migrated in the central channel in random directions and only a small number of cells entered the migration channels (Movie S4, Supporting Information).

**Figure 2:**
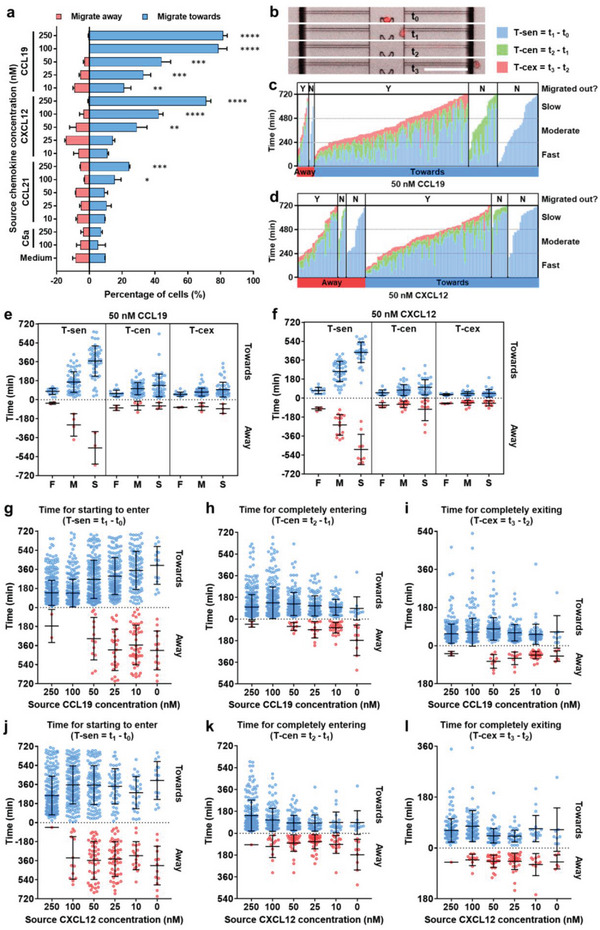
Migration patterns of human mDCs in response to different chemoattractants. a) Percentages of human mDCs migrating toward or away from CCL19, CXCL12, CCL21, and C5a at different concentrations. Percentages of cells migrating toward the chemoattractants were compared with the percentage of cells migrating toward medium. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, Student's *t*‐tests. b) Snapshots showing the four key time points/migration stages for a single DC in the migration assays (i.e., the chemoattractant was added and microscopic recording was started immediately after (*t*_0_), the cell started to enter the migration channel (*t*_1_), completely entered the migration channel (*t*_2_), and completely exited the migration channel (*t*_3_). Scale bar, 100 µm. Migration profiles of migrating human mDCs in response to c) 50 nm CCL19 and d) CXCL12. DC migration was profiled according to their migration directions (away/toward), if they made to each migration stages and the corresponding three lengths of time, that is, the length of time for cells to start to enter the migration channel (T‐sen = *t*_1_ *– t*_0_), to completely entered the migration channel (T‐cen = *t*_2_ *– t*_1_) and to completely exited the migration channel (T‐cex = *t*_3_ *– t*_2_). Each column represents a single migrating cell. Based on their total migrate‐out time, cells were categorized into fast (0−240 min), moderate (245−480 min), and slow (485−720 min) migrators. “Y” and “N” indicate the cells succeeded (Y) or failed (N) in migrating out through the migration channels to the reservoirs, respectively. e,f) Scatterplots of the T‐sen, T‐cen, and T‐cex for fast/F, moderate/M, and slow/S migrators that migrated out, in response to e) 50 nm CCL19 and f) CXCL12. Scatterplots of g) the T‐sen, h) T‐cen, and i) T‐cex for migrating mDCs, in response to different concentrations of CCL19. Scatterplots of j) the T‐sen, k) T‐cen, and l) T‐cex for migrating mDCs, in response to different concentrations of CXCL12. Data are from three independent experiments for (a) and (c–l). The total numbers of recorded cells in time‐lapse imaging in each conditions were between 291 and 523. Bars represent mean ± SD values for (a) and (e–l).

### 2.3 Quantitative Profiling of mDC Migration in Response to CCL19 and CXCL12

To further characterize the migration patterns of mDCs, we first extracted four key time points during the migration in the BM‐Chip from the time‐lapse microscopy data (Figure 2b). They were: the time that the migration assay was initiated (*t*_0_), the time that a cell sensed the chemo‐gradient and started to enter a migration channel (*t*_1_), completely entered the migration channel (*t*_2_), and completely exited the migration channel (*t*_3_). Based on these four time points, we could calculate the time taken for the DC from assay initiation to starting to enter the migration channel (T‐sen = *t*_1_ − *t*_0_), the time taken from starting to enter to complete entering the migration channel (T‐cen = *t*_2_ − *t*_1_), and the time taken from complete entering to complete exiting the migration channel (T‐cex = *t*_3_ − *t*_2_) (Figure 2b). T‐sen mainly reflects how fast the DC sensed the chemo‐gradient, T‐cen mainly reflects a synergetic effect of both chemo‐attraction and cell deformability and T‐cex mainly reflects how fast the DC migrated in the microchannels. Figures 2c and 2d are representative results showing the migrating status and time patterns of individual migrating DCs in response to 50 nm CCL19 and CXCL12, respectively. The cells were grouped based on their migration directionality and phases. We noticed that although some cells continuously extruded their fronts to the microchannels, they could not completely enter the microchannels. Some of them even died after extensive stretching (Movie S5, Supporting Information). There were also some cells that entered the microchannels but failed to migrate out or died. These phenomena may suggest an important role of cell deformability (including nuclear deformability) in DC migration when they migrate through narrow pores and dense tissues.^[^ ^18^ ^]^ Based on the total time that the DCs took to migrated out the migration channels, we divided the migrated cells into three groups, that is, fast migrator (≤240 min), moderate migrator (245–480 min), and slow migrator (485–720 min). We found that the major difference among the three groups with different migration potential was the time for the cells to start to enter the microchannels (T‐sen) for both chemokines, no matter their migration direction (Figure 2e,f). Slight difference in the time taken to completely enter the microchannels (T‐cen) was also observed among the three groups for the DCs migrated toward the chemokines, but not for the DCs migrated away from the chemokines. Difference in the time taken to completely exit the microchannels (T‐cex) was minimal among the three groups. These results suggests that how fast the DCs sensed the chemo‐gradient and how fast they deformed and squeezed into the confined microchannels majorly determined their total migration time. After they entered the microchannels, they migrated with similar speeds and persistence.

We then applied a series concentrations of CCL19 and CXCL12 from 250 to 10 nm to the BM‐chips and investigated the corresponding DC migration patterns. For CCL19, we found that the higher the chemokine concentration applied, the shorter the T‐sen were for DCs migrating toward CCL19 (Figure 2g). Interestingly, DCs migrating away from CCL19 roughly showed similar trend, although migrating cell numbers were very low when CCL19 concentrations were high. For DCs migrating toward CCL19, the time taken to completely enter the microchannels (T‐cen) and completely exit the migration channels (T‐cex) were similar among different groups (Figure 2h,i). No clear trend was observed on the T‐cen and T‐cex of DCs migrating away from CCL19. This result indicated that after sensing the chemo‐gradients, the DCs migrated with similar speeds and persistence (Figure S6, Supporting Information). We calculated the percentages of total migrating cells and cells migrated out (Figure S7, Supporting Information). Both percentages toward CCL19 decreased significantly with decreased CCL19 concentrations, and the ratios between them were slightly decreased from 84.0% at 250 nm to 63.7% at 10 nm. For CXCL12, the T‐sen of cells migrating toward it increased when the chemokine concentration decreased from 250 to 100 nm, and essentially remained at the same level when the chemokine concentration further decreased (Figure 2j). The T‐sen of cells migrating away from it were also roughly similar (except for the 250 nm‐group in which only one cell migrated away from CXCL12 in three experiments). Similar to the CCL19‐stimulated cells, the T‐cen, T‐cex, and the migration speeds of CXCL12‐stimulated cells were also similar among different groups (Figure 2k,l). The percentages of total migrating cells and cells migrated out toward CXCL12 decreased significantly with decreased CXCL12 concentrations, but the ratios between them did not change significantly (68.0% at 250 nm to 65.6% at 10 nm) (Figure S7, Supporting Information). Taken together, these results indicate that steepness of the soluble chemokine gradient (which is determined by the source concentrations in our experiments here) mainly affects the chemokine‐sensing sensitivity, but has minimal effect on the following cell activities such as cell deformability and motility.

### 2.4 Receptor Inhibition Significantly Diminished mDC Chemotaxis and Reshaped the Migration Patterns

Migration of DCs to lymph nodes to initiate adaptive immunity is a critical step in allergic inflammation.^[^ ^19^ ^]^ Inhibition of local DC migration may be a potential route for development of new therapies for allergic inflammation.^[^ ^20^ ^]^ Therefore, we chose a widely used CCR7 neutralizing antibody (MAB197)^[^ ^21^ ^]^ and a FDA approved drug (AMD3100/ plerixafor) that antagonizes CXCR4^[^ ^20^ ^]^ to inhibit DC migration and investigated changes in migration patterns. Treatment with MAB197 (30 µg mL^−1^)^[^ ^21^ ^]^ dramatically diminished the percentages of DCs that migrated toward CCL19 at both 100 nm (from 77.8% to 22.3%, *p* < 0.001) and 10 nm (from 22.0% to 8.4%, *p* < 0.05); the percentages of DCs migrating away from CCL19 did not change significantly (**Figure** **3**a). AMD3100 (1 µg mL^−1^)^[^ ^22b^ ^]^ treatment significantly reduced the fraction of DCs migrating toward CXCL12 at 250 nm, from 71.1% to 30.3% (*p* < 0.001), and at 25 nm, from 13.7% to 5.8% (*p* < 0.05) (Figure 3b). Interestingly, AMD3100 also inhibited cell population migrating away from 25 nm CXCL12, from 15.9% to 2.5%. For both axes, chemokine receptor blocking significantly reduced both the total numbers of migrating cells and numbers of cells that migrated out (Figure S8, Supporting Information). The migrating phases and time patterns of individual migrating DCs in response to CCL19 and CXCL12, without and with chemokine receptor inhibition, were shown in Figure 3c–f and Figure S9, Supporting Information. It is shown that chemokine receptor inhibition reduced all the three populations migrating toward the chemokines, that is, cells not migrated into the microchannels, cells migrated into the microchannels but not migrated out, and cells migrated out. It also reduced all the three populations migrating away from 10 nM CCL19 and 25 nM CXCL12. For the cells successfully migrated out to the chemoattractants, CCR7 neutralization decreased the population of fast and moderate migrators and increased the population of slow migrators. CXCR4 inhibition decreased the population of fast and slow migrators and increased the population of moderate migrators (Figure S10, Supporting Information).

**Figure 3:**
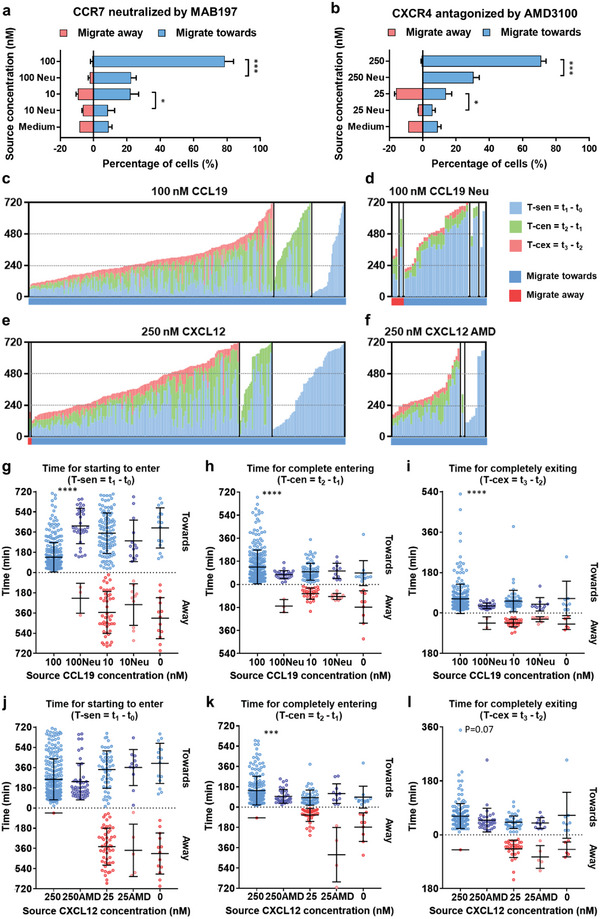
Changes in migration patterns of human mDCs in response to CCL19 and CXCL12 after inhibition of CCR7 and CXCR4, respectively. a) Change of the percentages of mDCs migrating toward or away from CCL19 at 100 and 10 nm after neutralization of CCR7 on mDCs using MAB197 antibody. b) Change of the percentages of mDCs migrating toward or away from CXCL12 at 250 and 25 nm after CXCR4 antagonization by AMD3100. Migration profiles of migrating mDCs in response to CCL19 c) without and d) with CCR7 neutralization. Migration profiles of migrating mDCs in response to CXCL12 e) without and f) with CXCR4 antagonization. Each column represents a single migrating cell for (c–f). Scatterplots of g) the T‐sen, h) T‐cen, and i) T‐cex for migrating mDCs in response to CCL19, after CCR7 neutralization. Scatterplots of the j) T‐sen, k) T‐cen, and l) T‐cex for migrating mDCs in response to CXCL12, after CXCR4 antagonization. Data are from three independent experiments for non‐treated groups in (a–l) and total numbers of loaded cells were between 332 and 523. Data are from two independent experiments for CCR7/CXCR4 inhibited groups in (a–l) and total numbers of recorded cells in time‐lapse imaging were between 144 and 197. Bars represent mean ± SD for (a, b) and (g–l). *p < 0.05, ***p < 0.001, ****p < 0.0001, Student's *t*‐tests for (a, b) and Mann–Whitney tests for (g–l).

DCs took significantly longer time to sense the CCL19 gradients and to start to enter the migration channels (T‐sen) at 100 nm CCL19 (*p* < 0.0001) (Figure 3g). Surprisingly, migratory CCR7‐neutralized mDCs toward 100 nm CCL19 took less time to completely enter the migration channels and they migrated more quickly through and out the microchannels (statistically shorter T‐cen and T‐cex than the non‐treated group, *p* < 0.0001) (Figure 3h,i). Recent studies have shown that CCR7 uses distinct signaling pathways with a high degree of independence to regulate different mDC migration functions. CCR7‐mediated chemotaxis of mDCs is mainly regulated by the mitogen‐activated protein kinase pathway, while the motility and deformability (migration speed, cytoskeletal rearrangements, actin dynamics, etc.) is mainly regulated by the RhoA‐Rho‐associated protein kinase signaling.^[^ ^20^, ^23^ ^]^ Selective inhibition of each pathway in mDCs did not affect the other pathway and the function associated to it.^[^ ^24^ ^]^ It is highly possible that the CCR7 neutralization only affected the CCL19 sensing, which in turns affected the T‐sen and the percentage of chemotactic cells. The remaining migratory CCR7‐neutralized mDCs might be the selected/enriched migrators that were more sensitive to CCL19 or more potent to activate the downstream pathways that regulate chemotaxis and cell motility. The lower dispersion of the T‐cen and T‐cex values in the CCR7‐neutralized groups also supports the potential selection/enrichment effect. Interestingly, unlike CCR7 neutralization, CXCR4 inhibition by AMD3100 did not delay the time that the migratory DCs sensed the CXCL12 gradient and started to enter the migration channels (T‐sen). We speculate that it could be related to the effect of the other CXCL12 receptor CXCR7.^[^ ^25^ ^]^ It has been reported that CXCL12‐CXCR7 interaction activates ERK1/2 and promotes chemotaxis of Jurkat T cells.^[^ ^26^ ^]^ In addition, AMD3100 is an antagonist of CXCR4 on one hand, it has been found as an allosteric agonist of CXCR7 on the other hand, which positively modulates the effect of CXCL12.^[^ ^27^ ^]^ The time for complete entry into the migration channels (T‐cen) also decreased, which is similar to the CCR7 neutralized group. The migration speed in the microchannels, which is inversely proportional to T‐cex, was not changed significantly. This is in line with the above explanation that chemotaxis of mDCs, defined as “chemoattractant sensing,” and the motility could be different cell activities that are regulated separately. Taken together, these results characterized how receptor inhibition reshapes the migration patterns of mDCs and indicated the complexity of chemotactic signaling. The results may provide new insights into development of therapeutics for allergic inflammation.

### 2.5 Retrieval of mDCs with Different Migratory Potentials for RNA‐Sequencing

Precise isolation and retrieval of chemotactically‐different cell subpopulations is of the utmost importance for understanding the fundamental cues of the different chemotactic potential of cells within the same population.^[^ ^10c^ ^]^ To precisely isolate and selectively retrieve cells migrating toward the chemoattractant, away from the chemoattractant, and non‐migrating cells, the same starting line (i.e., the chemo‐gradient) for all the cells to migrate and multiple retrieving sites (i.e., the source reservoirs, sink reservoirs, and cell loading channels) for cell retrieval are required, which most of the existing methods cannot offer. The BM‐Chip allows for cell alignment at the same migration‐starting line and three retrieving sites to isolate and re‐collect cells migrating toward the chemoattractant, away from the chemoattractant, and not migrating. To demonstrate it, we performed a BM‐Chip migration and retrieval assay for mDCs in response to 50 nm CCL19. The cells that migrated to the source reservoirs and sink reservoirs were retrieved by pipetting the medium in the reservoirs and re‐collecting all the medium with the migrated cells in it. The non‐migrating cells that remained in the central channels were gently reverse‐flushed from the outlet and then retrieved from the inlets using a pipette (**Figure** **4**a–d). The retrieval efficiencies for both non‐migrating cells and cells migrated out are both higher than 90% (Figure S11, Supporting Information).

**Figure 4:**
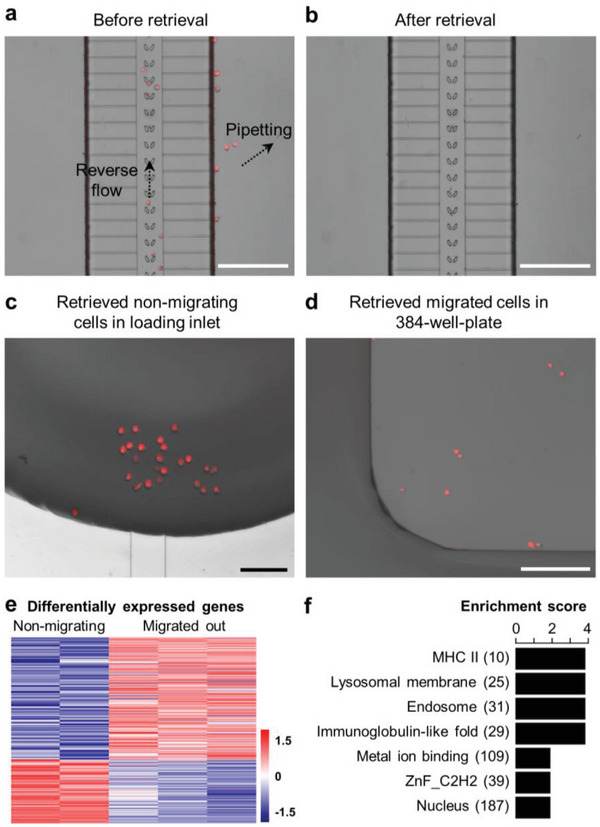
Retrieval of migrated‐out/non‐migrating cells and downstream molecular and cellular analysis. a) Representative image of BM‐Chip before cell retrieval. The migrated‐out mDCs in the reservoirs and the non‐migrating mDCs remained in the central cell‐loading channels were retrieved by direct pipetting or pipetting after reverse flushing, respectively. b) Image of the same area of the BM‐Chip after cell retrieval. Both migrated‐out/non‐migrating cells were successfully retrieved. c) Representative image of non‐migrating mDCs flushed to the inlet. d) Representative image of migrated‐out mDCs retrieved and transferred to a 384‐well‐plate well. Scale bars are 200 µm for (a), (b), (d), and 100 µm for (c). e) Heatmap of differentially expressed genes (DEGs) in migrated‐out and non‐migrating cells from RNA‐seq data analysis. f) Functional annotation of the gene categories enriched in migrated‐out cell DEGs using DAVID analysis.

Cell subpopulations isolated and retrieved from the BM‐Chip can be used for downstream molecular or cellular analyses to differentiate underlying between‐population molecular differences or cellular functional differences.^[^ ^28^ ^]^ As a demonstration, we performed RNA‐sequencing (RNA‐seq) for the retrieved mDC subgroups. Because of the extremely low number of cells that migrated to the sink reservoirs, we only collected RNA from the non‐migrating cells and the migrated‐out cells toward CCL19 to ensure adequate RNA materials for sequencing. It is noteworthy that although the amount of retrieved cells migrated to the sink reservoirs was too low to be used in the RNA‐seq, the retrieved cell subgroups with extremely low numbers like in this case could still be used in other types of applications that is compatible with low cell numbers, such as single cell sequencing, cell cloning/proliferation (for other types of proliferating cells but not DCs), etc. 

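RNA-seq libraries were made from migrated-out and from non-migrating mDCs, the mature dendritic cells (DCs) grown from human blood monocytes that serve as antigen-presenting cells, after migration for 12 h in the BM-Chip towards 50 nM CCL19, a ligand of the receptor CCR7. There were 3 libraries of migrated-out cells, named P1 to P3 in the paper, and 3 of non-migrating cells, named N1 to N3. The estimated counts summed to 19255297 in P1, 16570781 in P2 and 10626937 in P3, and to 10721060 in N1, 19506900 in N2 and 3318546 in N3. The authors amplified cDNA with a full-length, polyA-primed kit without molecular identifiers, so that intervals and floors cover counting error only. They sequenced read pairs of 150 bp and quantified them with Salmon 0.14.1 on the human transcriptome hg38, which gave estimated counts and TPM per gene symbol. The release of the transcript annotation is not given in the sources used here. Starting from these 2 tables, the estimated counts were rounded to whole numbers, scaled by TMM and tested with edgeR's quasi-likelihood test on the 12720 genes that passed its low-count filter. The comparison was between P1 to P3 and N1 to N2, the libraries that entered the paper's own comparison, and was then repeated over all 6 libraries. A gene was called at an adjusted p under 0.05, a fold change above 2 and a median log2(TPM) above -1 in the higher group. Nothing in the sources says whether the repeats came from separate cultures or donors, so the p-values measure only the spread between these libraries, which may be technical. In simulated counts drawn from the means, library sizes and dispersions of these libraries, 200 genes with a mean log2 CPM above 3 were changed. EdgeR called 54 of 100 genes changed by 4-fold and 94 of 100 changed by 16-fold, with 9 of the unchanged genes called as well. In the real libraries the gene KANSL3, at a 67.5-fold change, was not called (adjusted p = 0.334 from edgeR). The simulated shares may thus be too high for the real libraries, and 0 called genes would not rule out large changes.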

Equal numbers of mDCs (approximately 50 cells from each subgroup, three repeats each) were used as the starting material to collect RNA and perform RNA‐seq (Figure 4e,f; Figure S12, Supporting Information). Data from one of the three non‐migrating cell samples was excluded in differential gene expression analysis due to low quality of the sequencing data (Figure S12b, Supporting Information). 

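Sample N3 had the smallest total of estimated counts and at least 1 count for 9529 genes. P1 had 15783 such genes, P2 15103, P3 14683, N1 14318 and N2 15999. When each library was thinned to the total of N3, 12838 to 13715 genes were still detected in the others. N3 held 71.4% of their mean number at this equal total of estimated counts, which need not be an equal number of molecules. The number of genes above 1 TPM was 6289 in N3 and 8803 to 9822 in the others. Mitochondrial genes, whose transcripts are made in the organelle itself, took 9.38% of the counts in N2, 6.06% in N3, 5.42% in N1 and 3.70% to 4.56% in the migrated-out libraries. Ribosomal protein genes took 1.22% of the counts in N3 and 1.36% to 2.21% in the others, and the 50 highest genes took 50.1% in N3 and 43.8% to 48.8% in the others. Pearson's r of log2(TPM + 1) across genes, which are not independent replicates, was 0.846 to 0.858 between N3 and each other library and 0.928 to 0.956 among the 5 others. These are values per library, and no test of them was made. In an exact permutation test, 3 libraries against 3 cannot reach a p under 0.10.

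**Figure D1:**
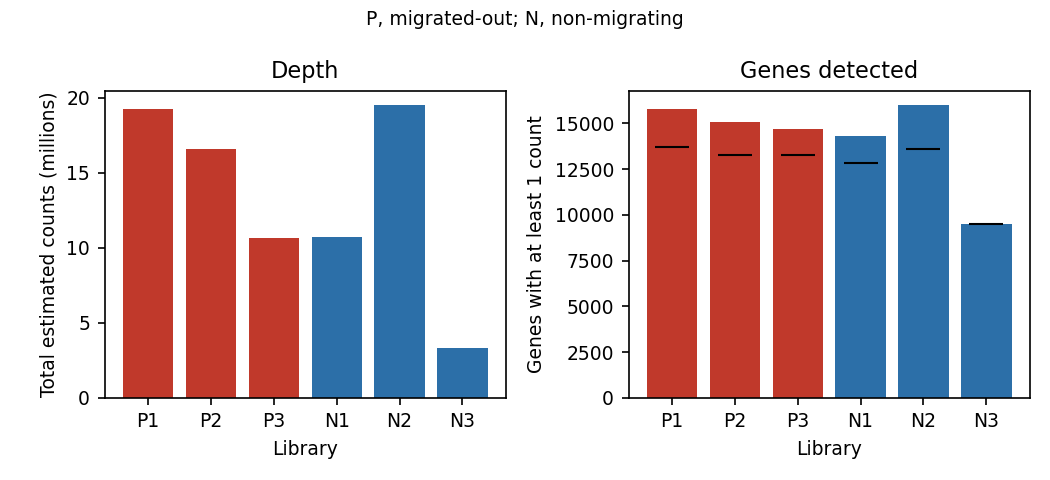
Total estimated counts (left) and the number of genes with at least 1 count (right) of the libraries P1 to P3 (migrated-out, red) and N1 to N3 (non-migrating, blue). Black marks give the genes expected after thinning to the total of N3, where N3 has 9529 genes and the others have 12838 to 13715.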

We identified 704 genes highly expressed in migrated‐out mDCs and 367 genes highly expressed in non‐migrating mDCs (fold change > 2, adjusted *p*‐value < 0.05) (Figure 4e; Dataset S1, Supporting Information). 

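Among the genes that lay on one side in every migrated-out library, KANSL3, a subunit of a histone acetyltransferase complex, had 5.83 ± 1.80 TPM (SD, n = 3) in migrated-out cells and 0.906 ± 0.754 TPM (SD, n = 2) in N1 and N2. Its log2 fold change from the counts was 6.08 (standard error 0.87). This is a 67.5-fold change, far above the ratio of the TPM means. TNFRSF1A, a receptor for tumor necrosis factor, had 6.66 ± 1.49 TPM (SD, n = 3) and 0.451 ± 0.105 TPM (SD, n = 2), and GALK1, the galactokinase, had no count in N1 and N2 and was at least 127-fold higher in migrated-out cells, taking 3 counts over both libraries as the floor. TRIM26 was likewise at least 236-fold higher. In the other direction, CA2, a carbonic anhydrase, had 15.4 ± 7.79 TPM (SD, n = 3) in migrated-out cells and 118.6 ± 11.5 TPM (SD, n = 2) in N1 and N2. ADA, the adenosine deaminase, had 167.7 ± 21.4 TPM (SD, n = 3) against 631 ± 283 TPM (SD, n = 2), and KYNU, which degrades kynurenine, had 207.9 ± 35.2 TPM (SD, n = 3) against 714 ± 261 TPM (SD, n = 2). None of these genes passed edgeR's test, in which the smallest adjusted p over all genes was 0.334 and 0 genes were called in either direction. At an unadjusted p under 0.05 from edgeR, 546 genes were higher in migrated-out and 317 in non-migrating cells, and DESeq2, run without that low-count filter, called 278 and 121 genes at an adjusted p under 0.05, or 213 and 100 with the filter. Limma on log2(TPM + 1) called 0 genes at an adjusted p, with and without the low-count filter. On log2(TPM + 0.001) it called 0 with the filter, and 87 and 72 without the filter and without a trend in the variance. The limma fits without the filter thus changed both choices at once. DESeq2's adjusted p was 8.0e-13 for KANSL3, 1.1e-09 for TNFRSF1A, 1.4e-08 for CA2, 5.2e-05 for ADA and 4.4e-04 for KYNU. In the simulated counts, however, DESeq2 called 73 unchanged genes at an adjusted p under 0.05, where edgeR called 9. It called 71 of 100 genes changed by 4-fold and 95 of 100 changed by 16-fold. Its share of false calls there lay above 0.05, a limit on all DESeq2 counts and adjusted p-values given here. The other genes named by the same rule were APBA3, B3GAT3, HLA-DRB1 and CAVIN3, higher in migrated-out cells, and PGM3, TANK, RCAN1, SAMSN1 and BPGM, lower, and all of them missed edgeR's adjusted threshold too. Without N2, edgeR's counts at an unadjusted p were 937 and 409, and with a GC trend removed from each library they were 343 and 232, these settings, DESeq2 with the filter and limma without it or on log2(TPM + 0.001) being chosen after seeing the data.
With all 6 libraries, edgeR called 0 genes at an adjusted p under 0.05 and 241 and 131 genes at an unadjusted p, and DESeq2 called 117 and 28 at an adjusted p. Sample N3, which the paper left out for low quality, had 10.2 TPM of TRIM26, 8.42 TPM of KANSL3, 11.7 TPM of TNFRSF1A and 0 TPM of GALK1, and, of the lower genes, 0.150 TPM of CA2, below every migrated-out library, 0 TPM of PGM3, 345.7 TPM of ADA and 289.3 TPM of KYNU. The log2 fold change was 0.41 for TRIM26, 1.05 for KANSL3 and 0.62 for TNFRSF1A over all 6 libraries, and that of KANSL3 was 5.40 without N1 and 7.91 without N2. Of the 704 genes in the paper's migrated-out list in Dataset S1, 679 were tested and all 679 were higher in migrated-out cells. All 351 tested genes of the 367 in its non-migrating list were lower. Both lists were selected by fold change in these same libraries without N3, so this match in direction follows from the selection. Of all 704 and 367 genes, DESeq2 gave 699 and 356 an unadjusted p under 0.05 and a fold change above 2, and 280 and 118 an adjusted p under 0.05, without the median TPM filter. In the paper's migrated-out list, 175 genes had no count in N1 and N2. The median GC content of the transcripts was 57.7% for the migrated-out list, 44.4% for the non-migrating list and 48.9% for all tested genes. Across the 3102 genes with a mean log2 CPM above 5 and a known GC content, the log2 fold change and the GC content had a Spearman's rho of 0.61, and 0.32 without N2 and 0.39 over all 6 libraries. Over all tested genes with a known GC content it was 0.38. Of 18 tested genes of T and NK cells, 17 were lower in migrated-out libraries. Their median log2 fold change was -2.13, with an adjusted p of 1.0e-05 from camera over 29 lists (0.753 with an estimated correlation). These values leave out N3, and over all 6 libraries the median was -1.28 (camera adjusted p = 0.441).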

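Genes of MHC class II, which present antigen to CD4 T cells, were higher in migrated-out mDCs. All 13 tested members of the list were higher, with a median log2 fold change of 1.66, and camera gave the list an adjusted p of 8.3e-07 over 29 lists with a preset inter-gene correlation of 0.01. With an estimated correlation the adjusted p was 0.852. No member passed edgeR's test over all genes, whereas 11 were higher when adjusted over the list alone, and 8 had an adjusted p under 0.05 in DESeq2. The list follows a category that the study itself chose on these libraries and is not independent evidence of its direction. HLA-DRA, on chromosome 6 of hg38 from 32439878 to 32445046, had 840.9 ± 184.9 TPM (SD, n = 3) in migrated-out cells and 292.7 ± 51.9 TPM (SD, n = 2) in N1 and N2, a log2 fold change of 1.64 (standard error 0.42, adjusted p = 0.443 from edgeR). HLA-DPA1 had a log2 fold change of 2.10 (standard error 0.51), which was 1.53 without N1 and 3.07 without N2, HLA-DQB1 of 2.09 (standard error 0.46) and HLA-DMA of 1.64 (standard error 0.36). Reads may be shared among HLA class II genes, so the values of single members are uncertain. CD74, the invariant chain that accompanies MHC class II, had 5206 ± 798 TPM (SD, n = 3) and 5195 ± 1278 TPM (SD, n = 2), a log2 fold change of 0.13 (standard error 0.36). CD74 was named after its value was seen, and its log2 fold change was -0.37 when the GC trend of each library was removed and -0.02 without P2 or without N2. With the GC trend removed, a step chosen after seeing the data, the median of the list was 1.42. Over all 6 libraries the median of the list was 1.44 (camera adjusted p = 3.7e-05). Another split of the 6 libraries gave the list a smaller unadjusted camera p, at 5.2e-07 against 2.5e-06 for the real split. Sample N3 had 1.56 TPM of HLA-DQB1, 586.1 TPM of HLA-DRB1 and 354.7 TPM of HLA-DRA. The list of B cells and plasma cells, other cells that express MHC class II, had 8 of 8 tested genes higher in migrated-out libraries, with a median of 2.17 and a camera adjusted p of 0.386 (0.888 with an estimated correlation). This list passed without P1 (adjusted p = 8.2e-04) and without the low-count filter (adjusted p = 0.0413), and with 1 library left out its median lay between 1.02, without P2, and 7.35, without N1.
The 48 tested genes of the lysosomal membrane had a median log2 fold change of 0.21, which lay between 0.05 without P2 and 0.44 without N1, with 7 higher and 4 lower at an unadjusted p under 0.05 and a camera adjusted p of 0.401. LAPTM4A had a log2 fold change of -1.28 and VPS18, which tethers vesicles to lysosomes, one of 1.98. The 52 endosome genes had a median of -0.17 (camera adjusted p = 0.368), a mean of 0.15 and a median of 0.05 without N2, with RAB5B, a GTPase of early endosomes, at -1.87 although N3 had 0 TPM of it. The 423 genes of C2H2 zinc finger proteins, chosen by symbol, had a median of 0.04 (camera adjusted p = 0.695) and one of -0.04 without P2, 0.29 without N1 and 0.64 without N2, with 26 higher and 12 lower at an unadjusted p. ZNF408 had 3.80 ± 2.66 TPM (SD, n = 3) and 0.0411 ± 0.0126 TPM (SD, n = 2). None of these lists had a member called by edgeR over all genes or when adjusted over the list alone. DESeq2 gave an adjusted p under 0.05 to 4 higher and 1 lower gene of the lysosomal membrane, 1 and 1 of the endosome and 16 and 7 of the C2H2 zinc fingers. Of the paper's migrated-out list, 628 genes lay in a background of 9988 tested genes with a median TPM above 0.5. Among them the list of MHC class II had 10 members where 0.817 were expected by chance (Fisher's exact test, two-sided, adjusted p = 6.3e-09 over 29 lists). The list follows a category that the paper had already reported for these genes, so this result is not independent evidence. Fisher's exact test also treats the members as independent, whereas camera estimated their correlation at 0.53. The adjusted p of the same test was 0.0703 for the lysosomal membrane, 0.0742 for C2H2 zinc fingers and 1 for the endosome.

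**Figure D2:**
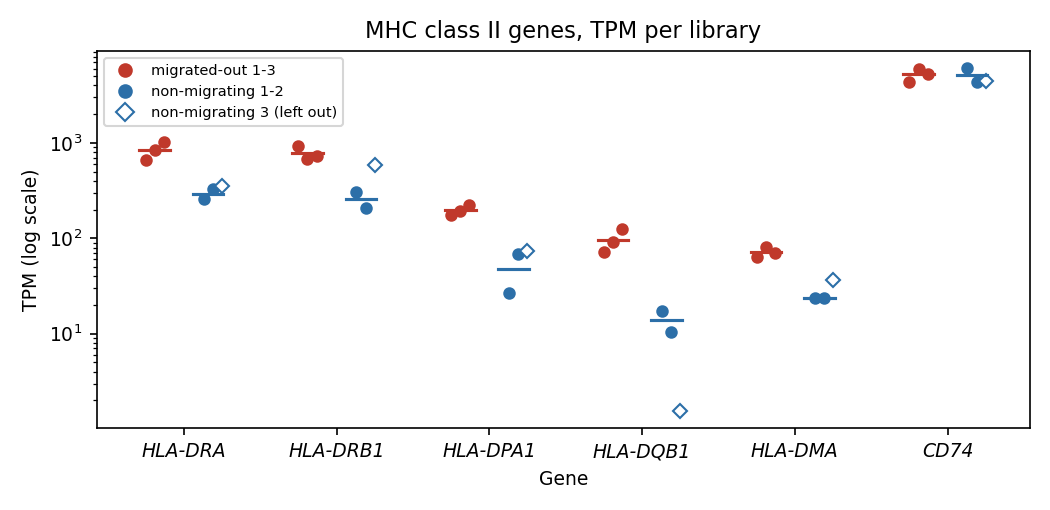
TPM (log scale) of HLA-DRA, HLA-DRB1, HLA-DPA1, HLA-DQB1, HLA-DMA and CD74 in each library. Circles stand for libraries P1 to P3 (red) and N1 to N2 (blue), diamonds for N3, and lines for the means without N3. HLA-DRA lies between 660.6 and 1030 TPM in migrated-out cells and between 256 and 354.7 TPM in non-migrating cells.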

Functional gene annotation was performed on differentially expressed genes enriched in migrated‐out cells using DAVID (the Database for Annotation, Visualization, and Integrated Discover).^[^ ^29^ ^]^ This revealed that migrated‐out cells have enriched genes related to major histocompatibility complex class II (MHC II), lysosomal membrane, endosome, metal ion binding, ZnF_C2H2, and nucleus functions (Figure 4f). Nuclear envelop could rupture when cells migrating through confined spaces such as confined microchannels in vitro and dense tissue and tumors in vivo.^[^ ^30^ ^]^ Rapid and efficient repair of the rupture is critical for maintenance of the cell viability and functions.^[^ ^31^ ^]^ We selected a set of genes from the nuclear envelop repair system and performed quantitative real‐time PCR to validate the expression fold change results of the RNA‐seq (Figure S12d, Supporting Information). 

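CHMP3, a subunit of the ESCRT-III complex that closes holes in membranes, had 56.5 ± 2.54 TPM (SD, n = 3) in migrated-out cells and 28.5 ± 0.580 TPM (SD, n = 2) in N1 and N2, and lies on chromosome 2 of hg38 from 86503430 to 86563479. Its log2 fold change was 0.98 (standard error 0.32), which missed edgeR's test (adjusted p = 0.477) and had an adjusted p of 0.0400 in DESeq2, or 0.0584 with the low-count filter, a setting chosen after seeing the data. CHMP1B, another subunit, on chromosome 18 from 11851413 to 11854444, had a log2 fold change of 0.24 (standard error 0.40, adjusted p = 0.934 from edgeR), and CHMP6, on chromosome 17 from 80991598 to 81009517, one of 0.32 (standard error 0.74, adjusted p = 0.960 from edgeR). The spread between libraries exceeded the difference for CHMP6, which had 10.3 TPM in N1 and 1.74 TPM in N2. The log2 fold change of CHMP6 was -0.42 without N2 and 1.95 without N1, and that of CHMP1B was -0.02 without N1 and 0.60 without N2. With the GC trend removed it was -0.06 for CHMP6, 0.59 for CHMP1B and 1.14 for CHMP3. GAPDH, the reference gene of the RT-qPCR, had 1903 ± 79.6 TPM (SD, n = 3) and 1624 ± 587 TPM (SD, n = 2), a log2 fold change of 0.29 (standard error 0.33), which was -0.10 with the GC trend removed. Over all 6 libraries the log2 fold change was 0.95 for CHMP3, 0.70 for CHMP1B, -1.05 for CHMP6 and -0.11 for GAPDH. In N3 alone, CHMP6 had 30.2 TPM, CHMP1B 1.71 TPM and CHMP3 29.5 TPM. Of the 22 tested genes in the list of nuclear envelope repair, 15 were higher and 7 lower in migrated-out cells, with a median log2 fold change of 0.31 and a camera adjusted p of 0.757. No member passed edgeR's test over all genes or when adjusted over the list alone. VPS4A, the ATPase that takes ESCRT-III apart, had a log2 fold change of 1.21 (standard error 0.47), PDCD6IP one of -0.92 (standard error 0.33) and SPAST one of -1.74 (standard error 0.79). The value of SPAST was -0.70 without N2 and -2.32 without N1, and N3 had 0.269 TPM of it, below every migrated-out library.

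**Figure D3:**
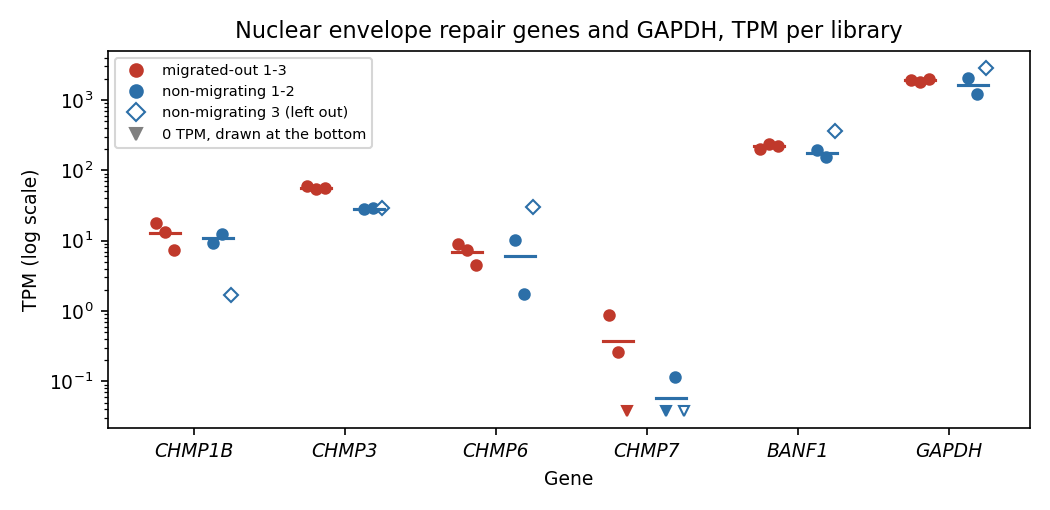
TPM (log scale) of CHMP1B, CHMP3, CHMP6, CHMP7, BANF1 and GAPDH in each library. Circles stand for P1 to P3 (red) and N1 to N2 (blue), diamonds for N3, triangles for 0 TPM, and lines for the means without N3. CHMP3 lies between 54.0 and 59.1 TPM in migrated-out cells and between 28.1 and 29.5 TPM in non-migrating cells.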

The two results were consistent, which further supported the reliability of the RNA‐seq results.

## 3 Discussion

DC migration, which runs through DCs' differentiation and development, is the premise for DCs to execute their biological function in vivo. Dysregulation of DC migration may result in or exacerbate autoimmune diseases, infectious diseases, allergy and tumors.^[^ ^2b^ ^]^ Quantitative characterization and manipulation of DC migration could contribute to the development and improvement of DC‐dependent treatments, such as vaccines and immunotherapies.^[^ ^6^ ^]^ However, current cell migration platforms cannot fully satisfy the needs due to technical challenges. Boyden chambers or transwells^[^ ^7^ ^]^ usually monitor one direction of migration, and imaging the cell migration process is challenging because the migration is perpendicular to the imaging plane. Dunn and Zigmond chambers,^[^ ^8^ ^]^ along with the majority of microfluidics‐based microchambers,^[^ ^10^, ^26^ ^]^ where cells migrate on flat surfaces, lack the cell confinement to recapitulate the microenvironmental cues that the cells migrate through tissue spaces in vivo. In addition, cells seeded in the whole chamber are actually not at the same chemo‐gradient line, which may compromise the precision of the quantification of their migration and the following retrieval of cell subgroups if necessary. Embedding cells in 3D gels can also recapitulate the in‐vivo confined microenvironment for cell migration,^[^ ^10a^ ^]^ but the less‐controlled pore sizes, tortuous migration paths, as well as the incapability of cell subgroup retrieval make 3D gels not the best choice for high‐precision characterization of cell migration.^[^ ^10b^ ^]^ Microchannel‐based migration platforms provide the cell confinement when migrating, and more precise measurements.^[^ ^10b,c,f‐h^ ^]^ However, there are currently still some challenges when applied them to quantitative profiling of single cell migration and precise cell subgroups retrieval. Irimia et al. reported the first microchannel‐based microfluidic device for studying constrained cell migration, in which they also presented a design for passive balancing of flow between two fluid streams by contacting them then splitting them again.^[^ ^10h^ ^]^ However, this platform and similar continuous‐flow‐based platforms are usually lack of precise cell positioning for quantitative comparison and precise retrieval of cell subgroups, and are normally not suitable for non‐adherent cells (such as mDCs and lymphocytes) that could be flushed away by the fluid. In addition, long‐term exposure to flow‐introduced shear stress could interfere cell migration behavior. Boneschansker et al. introduced an innovative microfluidic migration platform with cells trapped in a central channel and two spatial chemo‐gradients on each side, enabling monitoring of cell migration both toward and against chemoattractants.^[^ ^10b^ ^]^ However, the design of closed chemokine reservoirs precludes the retrieval of migrated cells from the reservoirs, thus not suitable for downstream analysis. In addition, although cells were trapped within the central channel, multiple cells from different traps had to share the same channel to migrate, which could interfere each other's migration patterns. Boribong et al. presented a neutrophil chemotaxis‐chip that exposed cells randomly loaded in a wide central channel to competing‐chemo‐gradients generated by perfusion between two open reservoirs loaded by pipetting.^[^ ^10g^ ^]^ Although the open reservoir design simplifies assay operation and may enable subsequent retrieval of migrated cells (not shown in the paper), cells are randomly loaded into a relatively wide central channel before migrating, not forming a single line along the isogradient line, and many cells may compete to migrate through the same channel due to the high cell‐number‐to‐channel‐number ratio, which compromise the precision for quantitative investigation and potential cell retrieval. In addition, two‐reservoir‐based chemotaxis devices without a design to equilibrate possible uneven pressure between the two open reservoirs could easily result in convection flow through the migration channels and disturb the gradient.

By analyzing and comparing the technological merits and drawbacks of different microchannel‐based designs, we designed the BM‐Chip for high‐throughput, precise and bidirectional single‐cell migration assays. Our BM‐Chip platform has several advantages over the existing approaches used for cell migration study. First, BM‐Chip could provide more precise control of initial cell position, besides the simple generation of uniform and long‐lasting chemo‐gradients. The position‐ and gradient‐uniformity could result in more precise and quantitative investigation of cell migration signatures and more precise isolation of cell subpopulations based on migratory potential. Second, BM‐Chip could reliably capture and position as many as 1000 single cells in parallel next to the migration channels. This advantage resulted in single cell resolution and high throughput and avoided interference among cells during migration. Third, BM‐Chip could enable precise isolation and easy retrieval of up to three distinct cell subpopulations, based on their migratory potential. The retrieved cell subpopulations can be used for selection of chemotactically sensitive cells or molecular analysis to link different migratory phenotypes/migration patterns with genotypes.

Our quantitative characterization of DC migration revealed that the concentration of chemoattractant mainly affected the chemo‐gradient sensing, but have minimal influence on the following cell motility related functions. We also found that inhibition of CCR7, the major chemokine receptor for DC migration, mainly inhibited the CCL19‐gradient sensing, but did not significantly affect the following cell deformability and the migration speed inside the confined microchannels. The passively‐selected migrators that overcame the receptor (CCR7/CXCR4) blocking were even faster in migrating into and out the microchannels. These findings highlight a high degree of independence of the pathways that control chemotaxis/chemokine sensing and cell motility. The molecular mechanisms underlying the independence along with the coordination of these pathways, and whether it also applies to other types of immune cells remain elusive. Further investigation of the mechanisms may lead to new development strategies for DC‐related therapies. The precise isolation and retrieval of chemotactically different cell subpopulations using BM‐Chip could also be useful for the mechanism study. Even more precise isolation and retrieval of fast, moderate and slow migrators migrating either toward or against chemoattractant remains a challenge, which requires more advanced technologies. In addition, our RNA‐seq data from chemotactically different mDCs could be further investigated experimentally to explore the molecular mechanisms under the difference in migratory potential. For example, CHMP7 and BANF1 are two genes that both highly expressed in migrated‐out cells, and their encoded proteins have been reported as important elements in repairing of nuclear envelop rupture due to exposure to mechanical force including substantial confinement when migrating.^[^ ^32^ ^]^ Although we couldn't manipulate the expression of these two genes in human mDCs without interfering their migration activity, our preliminary study using a highly metastatic breast cancer cell line MDA‐MB‐231‐BR showed that silencing of either CHMP7 or BANF1 affected the microfluidic‐constriction‐passing rates and time of the cancer cells, and silencing of both genes shows a synergic effect. 

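BANF1, which binds DNA and gathers membrane at nuclear ruptures, lies on chromosome 11 of hg38 from 66002228 to 66004149 and was abundant in both groups, with 221.9 ± 18.8 TPM (SD, n = 3) in migrated-out cells and 174.4 ± 25.6 TPM (SD, n = 2) in N1 and N2. Its log2 fold change was 0.47 (standard error 0.32) and did not pass the test (adjusted p = 0.737 from edgeR). Sample N3 had 364.3 TPM of BANF1, above every migrated-out library, and over all 6 libraries the log2 fold change was -0.06. With the GC trend of each library removed it was 0.07. CHMP7, which recruits ESCRT-III to the nuclear envelope, lies on chromosome 8 from 23243637 to 23262000 and was near the limit of detection. It had 62 counts in P1, 22 in P2 and 0 in P3, and 0 counts in N1, 11 in N2 and 0 in N3. This corresponds to 0.378 ± 0.446 TPM (SD, n = 3) in migrated-out cells and 0.0575 ± 0.0813 TPM (SD, n = 2) in N1 and N2. The log2 fold change of CHMP7 was 2.23 (standard error 2.34, adjusted p = 0.861 from edgeR), so that the difference was smaller than its error, and it was 1.33 without N1. Without N2, where the non-migrating group has no count left and the fitted value depends on the prior count, it was 7.39. A count of 0 in P3 allows up to 0.282 CPM. The paper proposes both genes as examples to be investigated for the difference in migratory potential. It points to their expression in migrated-out cells and their reported role in the repair of the nuclear envelope. It also reports a preliminary study in which silencing either gene altered how MDA-MB-231-BR cancer cells passed constrictions. In addition, it found its RT-qPCR of nuclear envelope repair genes to match its RNA-seq. Neither experiment can be examined with the values here.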

Since several types of immune cells including DCs always migrate in dense tissue and bear nuclear deformation, we speculate that the two genes may also have important functions in migration of these immune cells, which needs further experimental investigation. Although we only demonstrated the application of BM‐Chip in studying DC migration, we believe that BM‐Chip could also be applied to studying migration of other cell types, including other immune cells, tumor cells and neural cells by adjusting the cell‐trap sizes, migration channel dimensions and chemoattractants.

In summary, we developed a microfluidics‐based cell migration platform that enables high‐throughput and precise bidirectional migration assays and controllable retrieval of cell subpopulations with different migratory potential. We characterized mDC migration signatures in response to different chemoattractants and chemokine receptor inhibitors. Our quantitative investigation brought new insights to the understanding of DC migration, which may be useful for discovery of therapeutic immune modulators. We believe that BM‐Chip could be widely applied to studying cell migration in a more precise manner. BM‐Chip could also be expanded to reveal underlying mechanisms of cell movement and metastasis.

## 4 Experimental Section

### DC Generation and Maturation

DCs were generated and matured from human PBMCs as previously described.^[^ ^14^ ^]^ Briefly, PBMCs (STEMCELL Technologies, MA) were suspended in AIM‐V medium (Thermo Fisher Scientific, MA) at 0.5–1 × 10^7^ mL^−1^ and transferred to tissue culture flasks. PBMCs were incubated at 37 °C in a humidified incubator with 5% CO_2_ for 1.5–2 h to allow for monocyte precursor adherence. All media with suspended cells were then carefully removed using a pipette. Each flask was carefully washed with AIM‐V medium (Thermo Fisher Scientific, MA) to thoroughly remove suspended cells. The monocytes attached to the flask were then cultured in AIM‐V medium with 800 U mL^−1^ GM‐CSF and 500 U mL^−1^ IL‐4 (R&D Systems, MN) in a humidified incubator at 37 °C and 5% CO_2_ for 7 days. The GM‐CSF and IL‐4 were refreshed every 2 days. After 7 days of culture, the generated immature DCs were matured using culture in AIM‐V medium with a cytokine cocktail including GM‐CSF (800 U mL^−1^), IL‐4 (500 U mL^−1^), tumor necrosis factor‐*α* (5 ng mL^−1^), IL‐1*β* (5 ng mL^−1^), IL‐6 (150 ng mL^−1^), and PGE2 (1 µg mL^−1^) (R&D Systems, MN) in a humidified incubator at 37 °C and 5% CO_2_ for 24 h. Mature DCs were harvested by pipetting and washing with ice‐cold medium, then concentrated using centrifugation, resuspended at 5–10 × 10^5^ mL^−1^ in 90% human serum (Thermo Fisher Scientific, MA) and 10% DMSO, divided into aliquots, and frozen. Characterization of mature DCs was performed by flow cytometry analysis using antibodies against human MHC II, CD11c, CD14, CD80, CD86, and CCR7 (BD, NJ). The representative mature DCs phenotypes were MHC II^+^, CD11c^+^, CD14^−^, CD83^high^, CD86^high^, and CCR7^high^.

### BM‐Chip Design and Fabrication

The BM‐Chip was designed using AutoCAD software, printed out as chrome photomasks (Photo Sciences Inc.), and fabricated using multi‐layer photolithography and elastomer molding. Briefly, SU‐8 3005 photoresists (MicroChem Corp.) were spin‐coated onto a 100 mm silicon wafer (Silicon Quest International Inc.) at 4000 rpm for 1 min (Laurell Technologies Corp.) to form a 4‐µm thick film. After soft baking at 95 °C for 1 min, the spin‐coated wafer was exposed to ultraviolet light with the first photomask at an exposure dose of 150 mJ cm^−2^ for 3 s to pattern the migration channels. The wafer was then baked at 95 °C for 1 min and then developed. The second layer of photoresist (SU‐8 3025) was spun at 3000 rpm for 1 min to yield feature heights of approximately 20 µm. After soft baking at 95 °C for 3 min, the wafer was then ultraviolet‐exposed through the second chrome mask for 6 s to generate the central channel and cell trap patterns. Following baking and developing, the third layer of photoresist (SU‐8 2100) was spun at 1500 rpm for 1 min to yield feature heights of approximately 150 µm. After soft baking, the wafer was ultraviolet‐exposed through the third chrome mask for 20 s to generate the reservoir and equilibrating channel patterns. Following baking and development, a final exposure for 20 s and hard baking at 105 °C for 30 min was performed to firm the SU‐8 mold. The mold was silanized for 1 h in a vacuum chamber saturated with trichloromethylsilane vapor (Sigma‐Aldrich) and served as the template for making polydimethylsiloxane (PDMS) devices. The devices were made by pouring the PDMS mixture (10A:1B; Sylgard 184 kit, Dow Corning Corp.) over the master wafer, followed by degassing and curing at 80 °C for 30 min. Then, the PDMS replica was peeled off, cut to the appropriate size, and the inlets and outlets were punched out. The reservoirs were cut out using a blade along the corresponding pattern edges. The devices were plasma‐bonded to standard glass slides and placed in petri dishes. All assembled devices were kept in a vacuum container for at least 30 min before use to avoid bubbles during reagent loading.

### Microfluidic Setup for Dendritic Cell Migration Assay

The device was first filled with 100 µg mL^−1^ human collagen I and incubated at 4 °C overnight, followed by PBS washing and rinsing with AIM‐V medium. Mature DCs were cultured in AIM‐V medium overnight and stained with 1 µm CellTracker Red CMTPX (Thermo Fisher Scientific, MA) for 12 min before loading into the device. After staining and washing, the DCs were resuspended at 5 × 10^6^ mL^−1^ for loading. DC suspensions (2 µL) were added to each inlet and introduced into the central channels using negative pressure generated from a 1‐mL syringe connected to the outlet by microtubing. The dimensions of the central channels and cell traps were carefully designed and optimized to ensure high single‐cell trapping efficiency.^[^ ^12^ ^]^ After capture, free cells were washed away by maintaining negative pressure and pipette‐washing the inlets with culture medium three times. The syringe was then disconnected, and the inlets and outlet were sealed using epoxy glue (Loctite, OH). After waiting 5 min for the glue to solidify, the open reservoirs were refilled with AIM‐V medium. To generate chemo‐gradients in the migration channels, the medium in the designated reservoirs was discarded and immediately replaced with medium with a chemoattractant at desired concentrations. The device was then placed under an EVOS FL Auto Imaging System (Thermo Fisher Scientific, MA) in a humidified incubator at 37 °C and 5% CO_2_ for time‐lapse imaging. Two‐channel (Trans/Texas Red) time‐lapse images from up to 16 areas/beacon over the whole chip were recorded at 5‐min intervals for 12 h (10× objective and automated stage). It was found that the human monocyte‐derived DCs were very sensitive to phototoxicity. Therefore, staining with low dye concentrations and excitation with low light intensity was very important to preserve DC viability and migration capabilities.

### Dendritic Cell Migration Analysis

Time‐lapse images of each beacon were stacked and hyper‐stacked using ImageJ software (National Institutes of Health). Each cell's movement was tracked manually, frame‐by‐frame. Cell number before migration was counted from the first frame. The numbers of cells that migrated toward or away from the chemoattractant were counted from the last frame. A cell that moved into the migration channel for at least a 20‐µm distance was counted as a migrating cell. The direction of migration was recorded for each cell from the last frame. The percentages of cells migrating toward or away from the chemoattractant were calculated from the total numbers of cells migrating toward or away from the chemoattractant, respectively, divided by the total number of cells counted before migration. The percentages of migrating cells or cells migrated out were calculated from the total numbers of migrating cells or cells migrated into the reservoirs, respectively, divided by the total number of cells counted before migration. The time points at which a cell's front edge entered the migration channel (*t*_1_), the entire cell just entered the migration channel (*t*_2_), and the entire cell just exited the migration channel (*t*_3_) were recorded for migrating cells. T‐sen was equal to *t*_1_, T‐cen was calculated by subtracting *t*_1_ from *t*_2_, and T‐cex was calculated by subtracting *t*_2_ from *t*_3_. The overall migration speed was calculated by dividing the migration distance (200 µm) by *t*_3_. The migration speed in the migration channels was calculated by dividing the length of the migration channel (160 µm) by T‐cex.

### Receptor Inhibition Assay

Mature DCs were cultured overnight, then treated with 30 µg mL^−1^ MAB197 (R&D Systems, MN) or 1 µg mL^−1^AMD 3100 (Millipore Sigma, MO) in a humidified incubator at 37 °C and 5% CO_2_ for 2 h. The DCs were kept in the same medium with the inhibitor for loading into the chips. The chips were also prefilled with medium containing 30 µg mL^−1^ MAB197 or 1 µg mL^−1^ AMD 3100. After the DCs were loaded as described above, the inlets and outlet were sealed and 100/10 nm CCL19 or 250/25 nm CXCL12 (along with 30 µg mL^−1^ MAB197 or 1 µg mL^−1^ AMD 3100, respectively, depending on the treatment group) were introduced into the designated reservoirs. Time‐lapse imaging was performed as described above.

### Dendritic Cell Retrieval

After the migration assay, the device was transferred from the incubator to a sterile biosafety cabinet. To retrieve the DCs that migrated into the reservoirs, the media in the open reservoirs with or without chemoattractant was pipetted to suspend the DCs that migrated out and then quickly collected into separate Eppendorf tubes. To retrieve the non‐migrating DCs in the central channels, the seals on the inlets and outlet were removed using a tweezer, followed by gently reverse‐flushing the central channels from the outlet with medium using a microtubing‐connected 1‐mL syringe. The flow rate was kept to <2 µL min^−1^ to avoid damage to the cells. The cells that flowed out into the inlets were then suspended in 5 µL medium and collected into an Eppendorf tube. All cell subpopulations retrieved in Eppendorf tubes were washed one time with PBS and were used for downstream molecular analysis.

### RNA‐Seq and Data Processing

The RNA‐seq was performed as previously described.^[^ ^28c^ ^]^ Equal numbers of cells (50 per sample) were used as starting material for migrating/non‐migrating groups. All subsequent procedures were performed in a clean and DNase/RNase‐free working station to avoid contamination and DNA/RNA degradation. Briefly, cDNA was synthesized and amplified using the SMART‐Seq v4 Ultra Low Input RNA Kit (Takara Bio USA), following the manufacturer's instructions. After purification using Agencourt AMPure XP beads (Beckman Coulter, IN), the cDNA was quantified using a High Sensitivity DNA Chip (Agilent, CA) and an Agilent 2100 Bioanalyzer. RNA‐seq libraries were generated from cDNA using the Illumina Nextera XT DNA Sample Preparation Kit. Quality of the cDNA library was assessed using an Agilent 2100 Bioanalyzer. RNA‐Seq was performed on the Illumina HiSeq4000 platform in the 150 bp pair‐end configuration, using a service from LC Sciences (Houston, TX, USA). Raw sequencing reads in fastq format were mapped to human transcriptome hg38 using Salmon (v0.14.1) which generated raw gene counts as well as normalized transcript per million (TPM) values. DEG analysis was performed using DESeq2 followed by a filtering step to keep genes with more than twofold changes, *p* < 0.05, and a median log2(TPM) value higher than −1 in the higher expression group. DAVID analysis was performed on the website https://david.ncifcrf.gov/tools.jsp, using DEGs found in migrated‐out cells. RNA‐seq data is available at the National Center for Biotechnology Information Gene Expression Omnibus, under accession number GSE207620.

### RT‐qPCR Validation

RT‐qPCR was performed using the iTaq Universal SYBR Green Supermix (Bio‐Rad, CA). Briefly, the 10‐µL reaction mixture consisted of 4 ng cDNA, 500 nm primer, and 1× Supermix. The primer sequences are shown in Table S5, Supporting Information. The PCR program was set to 40 cycles of denaturation at 95 °C for 15 s and annealing and extension at 60 °C for 60 s, followed by the default melting curve analysis program. The experiment was performed in triplicate for each gene and GAPDH was used as an endogenous control to normalize each sample. The reactions were performed on the StepOnePlus Real‐Time PCR System (Applied Biosystems, MA). The data were analyzed using the standard 2^(−Delta Ct)^ method to obtain the results for gene expression change.

### Image Acquisition and Analysis

BM‐Chip morphology was imaged using a Nova Nano scanning electron microscopy 230 instrument (SEM, high vacuum, HV = 5 kV). Except for the time‐lapse images, fluorescence images were obtained using an EVOS microscope (Thermo Fisher Scientific, MA). The images were analyzed using ImageJ software (National Institutes of Health).

### Statistical Analysis

The statistical analysis was performed using GraphPad Prism 8 software (GraphPad Software, CA). Unpaired Student's *t*‐tests (two‐tailed) were used to compare datasets with Gaussian distributions, and Mann–Whitney tests were used for datasets without Gaussian distributions. Differences were considered statistically significant when *p*‐values were <0.05. All estimated errors for analysis of biological replicates were SD values (unless otherwise stated in figure legends).

## Conflict of Interest

The authors declare no conflict of interest.

## Supporting information

Supporting Information Click here for additional data file.

Supplemental Movie 1 Click here for additional data file.

Supplemental Movie 2 Click here for additional data file.

Supplemental Movie 3 Click here for additional data file.

Supplemental Movie 4 Click here for additional data file.

Supplemental Movie 5 Click here for additional data file.

Supplemental Movie 6 Click here for additional data file.

Supplemental Dataset 1 Click here for additional data file.

Supplemental Table 1‐4 Click here for additional data file.

## Data Availability

The data that support the findings of this study are available in the supplementary material of this article.

# Supplementary material for: A Bidirectional Single‐Cell Migration and Retrieval Chip for Quantitative Study of Dendritic Cell Migration
**Source:** Adv Sci (Weinh). 2023 Jan 19;10(8):2204544. doi: 10.1002/advs.202204544
**Supplement:** Supplementary file 1 — Supporting Information

## Supporting Information

for *Adv. Sci.*, DOI 10.1002/advs.202204544

A Bidirectional Single-Cell Migration and Retrieval Chip for Quantitative Study of Dendritic Cell Migration

*Ning Shao\**, *Yufu Zhou*, *Jun Yao*, *Pengchao Zhang*, *Yanni Song*, *Kai Zhang*, *Xin Han*, *Bin Wang\**  
and *Xuewu Liu\**

## Supporting Information

**A Bidirectional Single-Cell Migration and Retrieval Chip for Quantitative Study of Dendritic Cell Migration**

*Ning Shao,\* Yufu Zhou, Jun Yao, Pengchao Zhang, Yanni Song, Kai Zhang, Xin Han, Bin Wang\* and Xuewu Liu\**

*1. Modelling fluid level-equilibrating efficacy of the bypass channel.*

The modelling was based on a method described previously.<sup>[1]</sup> Briefly, we calculated the time required for equilibrating the fluid level differences between two reservoirs in the absence and presence of a bypass channel, and the fluid flow through the migration channels and the bypass channel in the presence of given fluid level differences. For a laminar flow here with low Reynolds numbers, the volumetric flow rate,  $Q$ , through a channel is determined by Equation S1:

$$Q = \frac{\rho g \Delta h}{R} \quad (1)$$

where  $\rho$  is the density of the medium,  $g$  is the gravitational acceleration,  $\Delta h$  is the height difference between two reservoirs and  $R$  is the overall hydrodynamic resistance of the given microfluidic system. For a microfluidic channel with aspect ratios with  $w > h$ , the hydrodynamic resistance,  $R$ , at low Reynolds numbers is given by the approximate Equation S2:

$$R = \frac{12l\mu}{wh^3\left(1-0.63\frac{h}{w}\right)} \quad (2)$$

where  $l$ ,  $w$ ,  $h$  and  $\mu$  are length of the channel, width of the channel, height of the channel, and viscosity of the fluid, respectively. The overall resistance of the BM-Chip with/without the bypass channel can be approximated as a combination of the in-parallel migration channels on one side, the central cell-loading channel, the in-parallel migration channels on the other side in series, and with/without the bypass channel arranged in parallel.

For a number of channels arranged in parallel, the total resistance  $R_{total\_parallel}$  is given by Equation S3:

$$\frac{1}{R_{total\_parallel}} = \sum \frac{1}{R_i} \quad (3)$$

where  $R_i$  is the resistance of an individual channel.

For a number of channels arranged in series, the total resistance  $R_{total\_series}$  is given by Equation S4:

$$R_{total\_series} = \sum R_i \quad (4)$$

As fluid flows from one reservoir into the other, the height difference  $\Delta h$  over time depends on the exchanged volume,  $Q$ , and the cross-sectional area of the reservoir,  $A$ , is given by Equation S5:

$$\Delta h(t) = \Delta h_0 e^{-\frac{2\rho g}{AR}t} \quad (5)$$

where  $\Delta h_0$  is the initial height difference between the two reservoirs.

Therefore, the time  $t$  required for equilibrating an initial fluid level difference  $\Delta h_0$  to a given  $\Delta h(t)$  can be calculated by Equation S6:

$$t = -\frac{AR}{2\rho g} \ln\left(\frac{\Delta h(t)}{\Delta h_0}\right) \quad (6)$$

The total exchanged fluid volume over time,  $V$ , can be determined by Equation S7:

$$V(t) = \int_0^t Q(t) = \frac{\Delta h_0 A}{2} \left(1 - e^{-\frac{2\rho g}{AR}t}\right) \quad (7)$$

The computing parameters are shown in Table S1.

| Parameter                                       | Migration channel              | Cell-loading channel     | Bypass channel |
|-------------------------------------------------|--------------------------------|--------------------------|----------------|
| Channel length [ $\mu\text{m}$ ]                | 160                            | 75                       | 10000          |
| Channel width [ $\mu\text{m}$ ]                 | 5                              | 14000                    | 1500           |
| Channel height [ $\mu\text{m}$ ]                | 4                              | 20                       | 150            |
| Number of channels                              | 250                            | 1                        | 1              |
| Viscosity [ $\text{N s/m}^2$ ]                  | 0.00069                        |                          |                |
| Hydrodynamic resistance [ $\text{N s m}^{-5}$ ] | Single migration channel       | $8.34677 \times 10^{15}$ |                |
|                                                 | One side of migration channels | $3.33871 \times 10^{13}$ |                |
|                                                 | Cell-loading channel           | $5.54964 \times 10^9$    |                |

|                                                      |                                              |                          |
|------------------------------------------------------|----------------------------------------------|--------------------------|
|                                                      | Total migration/<br>cell-loading<br>channels | $6.67797 \times 10^{13}$ |
|                                                      | Bypass channel                               | $1.74552 \times 10^{10}$ |
|                                                      | Total with bypass<br>channel                 | $1.74507 \times 10^{10}$ |
| Density [g m <sup>-1</sup> ]                         | 993.4                                        |                          |
| Gravitational acceleration<br>[m s <sup>-2</sup> ]   | 9.8                                          |                          |
| Length of the reservoir [mm]                         | 14                                           |                          |
| Width of the reservoir [mm]                          | 3                                            |                          |
| Height of the reservoir [mm]                         | 3                                            |                          |
| Diffusion constant [m <sup>2</sup> s <sup>-1</sup> ] | $1.42 \times 10^{-10}$                       |                          |
| Initial concentration [g m <sup>-3</sup> ]           | 2.2                                          |                          |

**Table S1.** Computing parameters for the results in Table S2 and Table S3.

The computing results are shown in Table S2. The data shows that the equilibration time could be reduced remarkably from hundreds of hours to 3–4 minutes with the bypass channel, avoiding long-term convective fluid flow in the migration channels due to the fluid level difference between reservoirs.

| Equilibration between fluid levels<br>in two reservoirs to 1 $\mu\text{m}$         | Initial fluid level difference [mm] |           |         |          |
|------------------------------------------------------------------------------------|-------------------------------------|-----------|---------|----------|
|                                                                                    | 1                                   | 0.5       | 0.25    | 0.1      |
| Time $T$ to equilibrate levels with<br>bypass channel [s]                          | 260.0                               | 233.9     | 207.8   | 173.4    |
| Time $T$ to equilibrate levels to 1 $\mu\text{m}$<br>without bypass channel [h]    | 276.4                               | 248.7     | 221.0   | 184.3    |
| Excess volume in one reservoir<br>[ $\mu\text{L}$ ]                                | 42                                  | 21        | 10.5    | 4.2      |
| Volume exchange through bypass<br>channel within Time $T$ [ $\mu\text{L}$ ]        | 20.978962                           | 10.478966 | 5.22897 | 2.078975 |
| Volume exchange through<br>migration channels within Time $T$<br>[ $\mu\text{L}$ ] | 0.037873                            | 0.017038  | 0.00757 | 0.002685 |
| Percentage of migration channel<br>volume displaced within Time $T$                | 167.40%                             | 75.31%    | 33.46%  | 11.87%   |

**Table S2.** Fluid level-equilibrating efficacy of the bypass channel.

*2. Modelling mass exchange between sink and source reservoirs by the migration channels and the bypass channels over time of diffusion.*

To investigate whether diffusion through the migration channels and the large bypass channel could result in rapid equilibration of the concentrations between the source and sink reservoirs, we calculated the mass exchange rate of CCL19 by diffusion through the migration channels and the bypass channel within 12 h and 24 h, using Fick's law/Equation S8.

$$J = -D \frac{\partial c}{\partial x} = \frac{m}{At} \quad (8)$$

where  $J$  is the diffusion flux, of which the dimension is amount of substance per unit area per unit time,  $d$  is the diffusion coefficient or diffusivity of the molecule,<sup>[2]</sup>  $c$  is the concentration of the molecule,  $x$  is the length of the channel of interest,  $m$  is the mass exchange,  $A$  is the cross-section area of the channel and  $t$  is the diffusion time. Using this Equation and a conservative estimate that the concentrations at the sink and source reservoirs remain constant, the mass exchange  $m$  can be deduced, as shown in Equation S9:

$$m = -D \frac{c}{x} At \quad (9)$$

The diffusion rate within time can be calculated using Equation S10:

$$m(\%) = \frac{m_{\text{exchanged}}}{m_{\text{initial}}} = \frac{m_{\text{exchanged}}}{Clwh} \quad (10)$$

where  $c$ ,  $l$ ,  $w$ ,  $h$  are the initial concentration of the molecule, the length, width and height of the reservoir, respectively.

The computing parameters are shown in Table S1 and the computing results are shown in Table S3. It is shown that during the 12 hours of experimental time, only 0.15% of the chemoattractant in the source reservoir could be exchanged. After 24 hours, only 0.3% of the chemoattractant diffused across the channels. These results further confirm that diffusion through the migration channels and the large bypass channel could not result in rapid equilibration of the concentrations between the source and the sink reservoirs.

It is noteworthy that the total mass transfer could result from not only the diffusion but also the convection flow from one reservoir to the other one through the bypass channel due to the equilibration of pressures between the two reservoirs (Table S4). To minimize the influence of the convection flow for equilibration on the gradient establishment, one should minimize the initial fluid level difference when adding chemoattractants. Since the reservoirs are always filled up with fluid in practice, it's achievable to make the initial fluid level difference lower than 0.1 mm in operation, which makes the mass transfer by the convection flow lower than

1.67% of the total. In addition, using the approximate Equation S11 of diffusion time and distance:

$$x = \sqrt{2TD} \quad (11)$$

where  $x$ ,  $T$  and  $D$  are the diffusion distance, the diffusion time and the diffusion coefficient, respectively, the diffusion distance of the chemoattractant is ~3.5 mm after the 12-h assaying time. This diffusion distance is close to the distance between the opening of the bypass channel and the closest migration channels. This suggests that the diffusion of the tiny amount of chemoattractant exchanged through the bypass channels could not influence the gradient in the majority of the migration channels, which is in accordance with our observation in practice.

| Mass exchange [g]  |                        | Time duration [h] | Mass exchange rate |
|--------------------|------------------------|-------------------|--------------------|
| Migration channels | $2.11 \times 10^{-10}$ | 12                | 0.076%             |
| Bypass channel     | $2.02 \times 10^{-10}$ | 12                | 0.073%             |
| Migration channels | $4.22 \times 10^{-10}$ | 24                | 0.152%             |
| Bypass channel     | $4.05 \times 10^{-10}$ | 24                | 0.146%             |

**Table S3.** Mass exchange between sink and source reservoirs by the migration channels and the bypass channels over time of diffusion.

| Initial fluid level difference [mm]            | 1       | 0.5    | 0.25   | 0.1    |
|------------------------------------------------|---------|--------|--------|--------|
| Total volume in the reservoir [ $\mu$ L]       | 126     |        |        |        |
| Excess volume in one reservoir [ $\mu$ L]      | 42      | 21     | 10.5   | 4.2    |
| Volume exchange until equilibration [ $\mu$ L] | ~21     | ~10.5  | ~5.25  | ~2.1   |
| Mass exchange rate                             | ~16.67% | ~8.33% | ~4.17% | ~1.67% |

**Table S4.** Mass exchange between sink and source reservoirs by the convection flow through the bypass channels over time of equilibration.

| Name     | Sequence (5'-3')        |
|----------|-------------------------|
| GAPDH-F  | ACAAC TTTGGTATCGTGGAAGG |
| GAPDH-R  | GCCATCACGCCACAGTTTC     |
| CHMP1B-F | TGGAAGTTGCGAGGATACACG   |
| CHMP1B-R | CGCGCACTCATTCTCAAGAAAT  |
| CHMP3-F  | AAGCATGGACGATCAGGAAGA   |
| CHMP3-R  | CTGGAAGGGCATCAGTCACTT   |
| CHMP6-F  | TTGAGTTCACCCAGATCGAAATG |
| CHMP6-R  | TGGCAGCTCTATTTGTTCTG    |
| CHMP7-F  | AGGAGGTGTATCGTCTGTATCAG |
| CHMP7-R  | TTCATCTGGGCAGGAGTTAG    |
| BANF1-F  | TGGCTGAAAGACACTTGTGG    |
| BANF1-R  | CACTCTCGAAGGCATCCGAAG   |

**Table S5.** Primer sequences used in RT-qPCR assays.

## Supplementary Figures

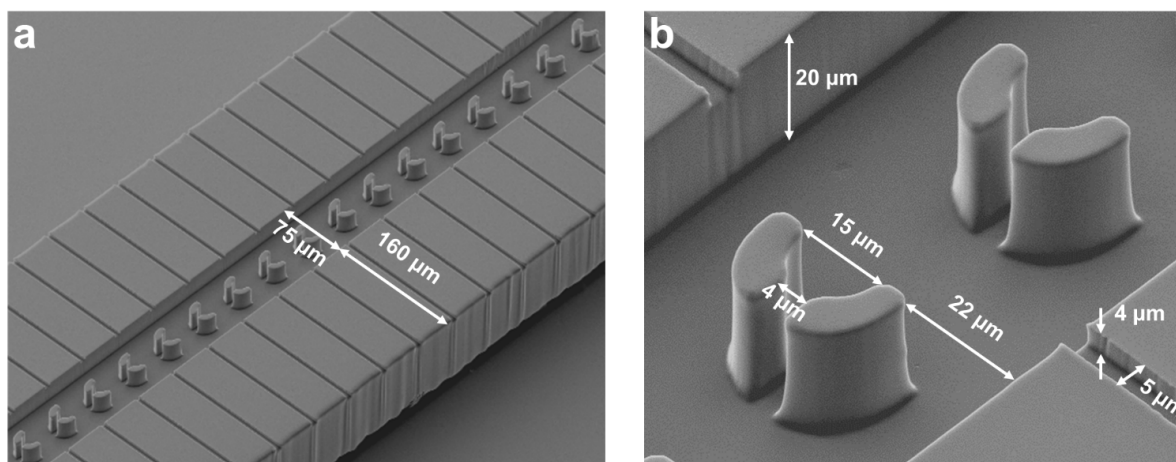

**Figure S1.** Dimensions of BM-Chip structures. a) Overview of chip morphology. b) Magnified view of single-cell traps and migration channels.

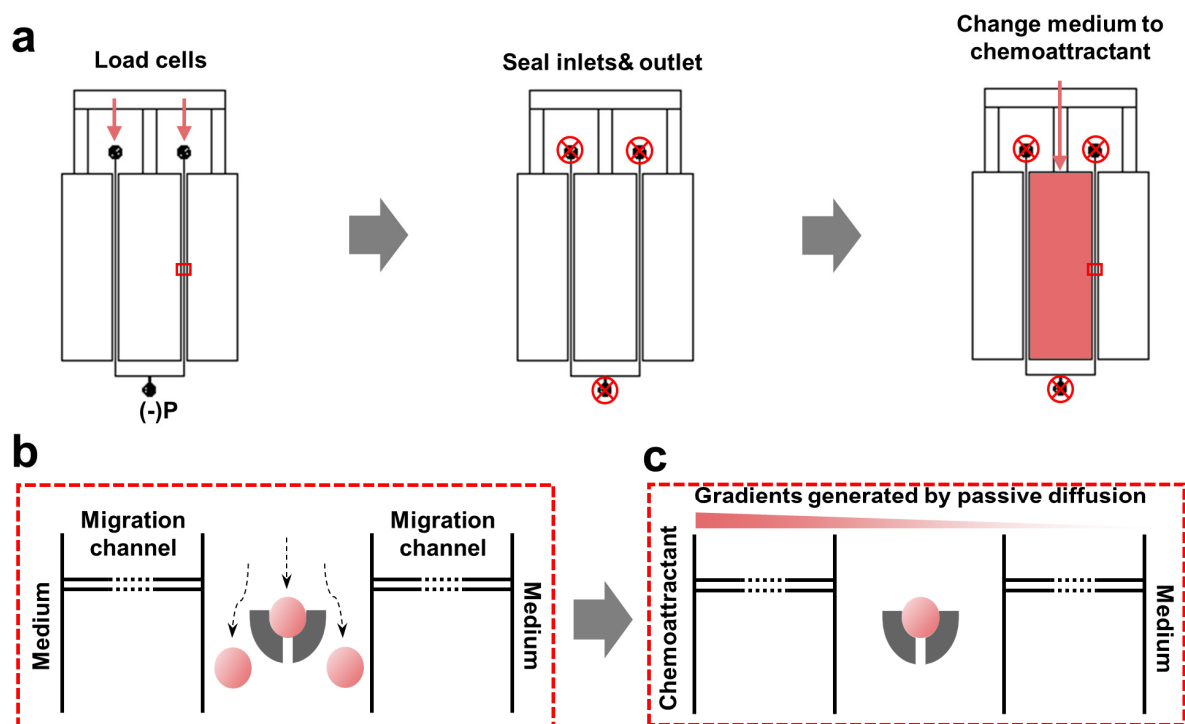

**Figure S2.** Workflow for single-cell trapping and chemo-gradient generation. a) Workflow for the BM-Chip setup, including cell loading, inlet/outlet sealing, and chemoattractant adding. b,c) The small red boxes in a) are magnified for clearer schematic views of the single-cell trapping (b) and chemo-gradient generation (c).

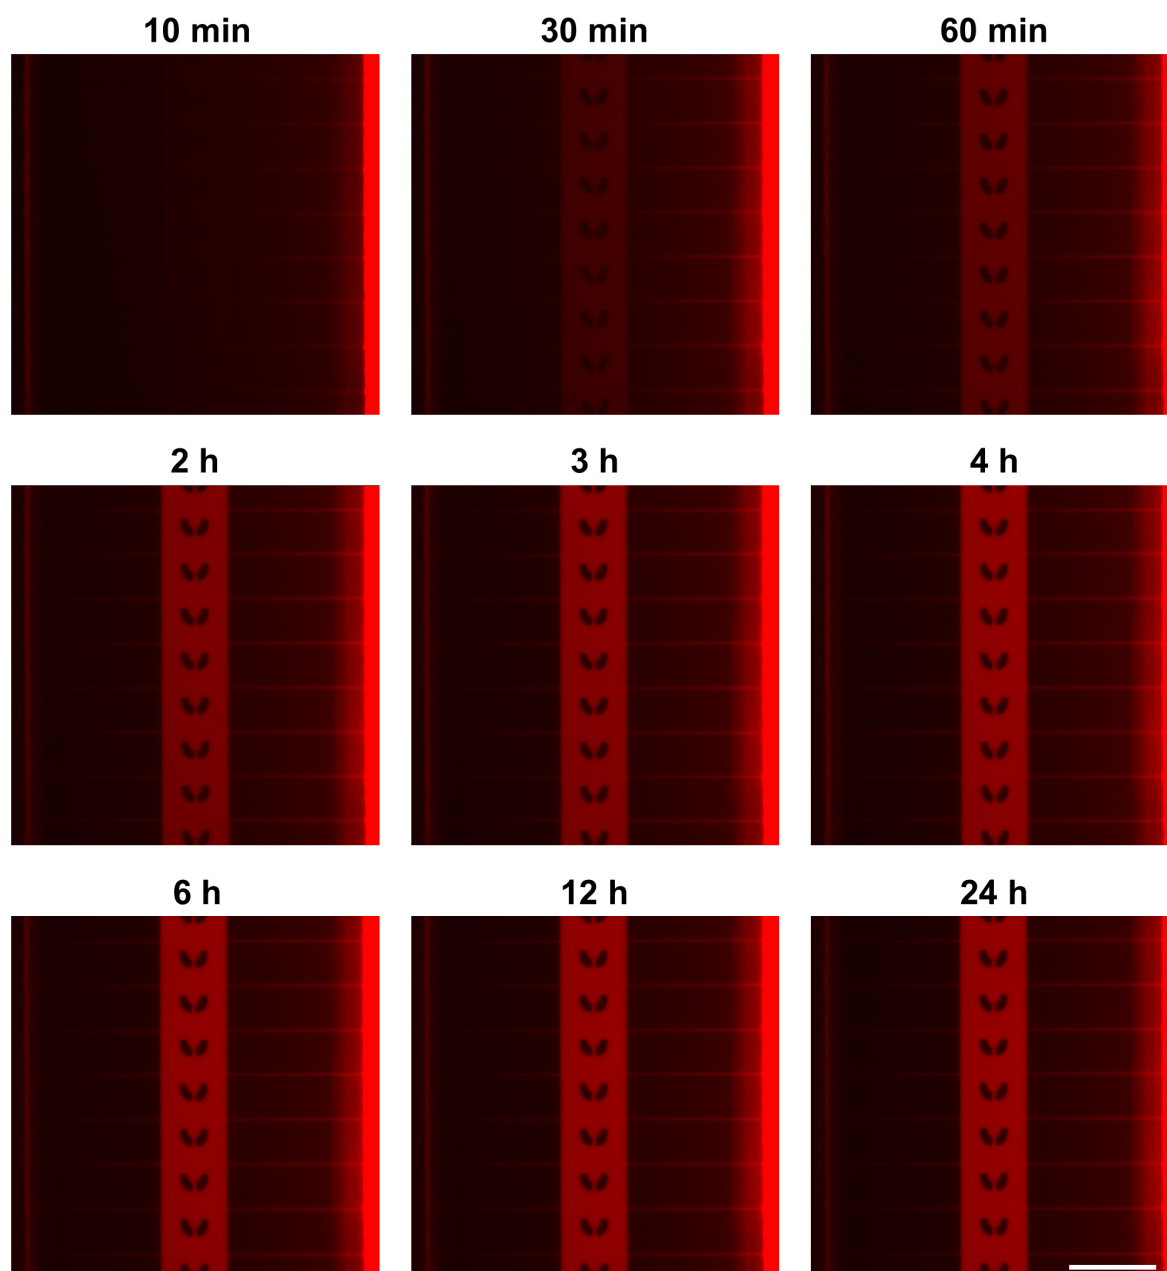

**Figure S3.** The spatial and temporal gradient evolution indicated by Texas Red-labeled 10 kDa dextran. The gradient started forming within 10 minutes. The gradients from 4 h to 24 h was nearly stable.

mDC phenotype: MHC II<sup>+</sup>, CD11c<sup>+</sup>, CD14<sup>-</sup>, CD83<sup>high</sup>, CD86<sup>high</sup>, CCR7<sup>high</sup>

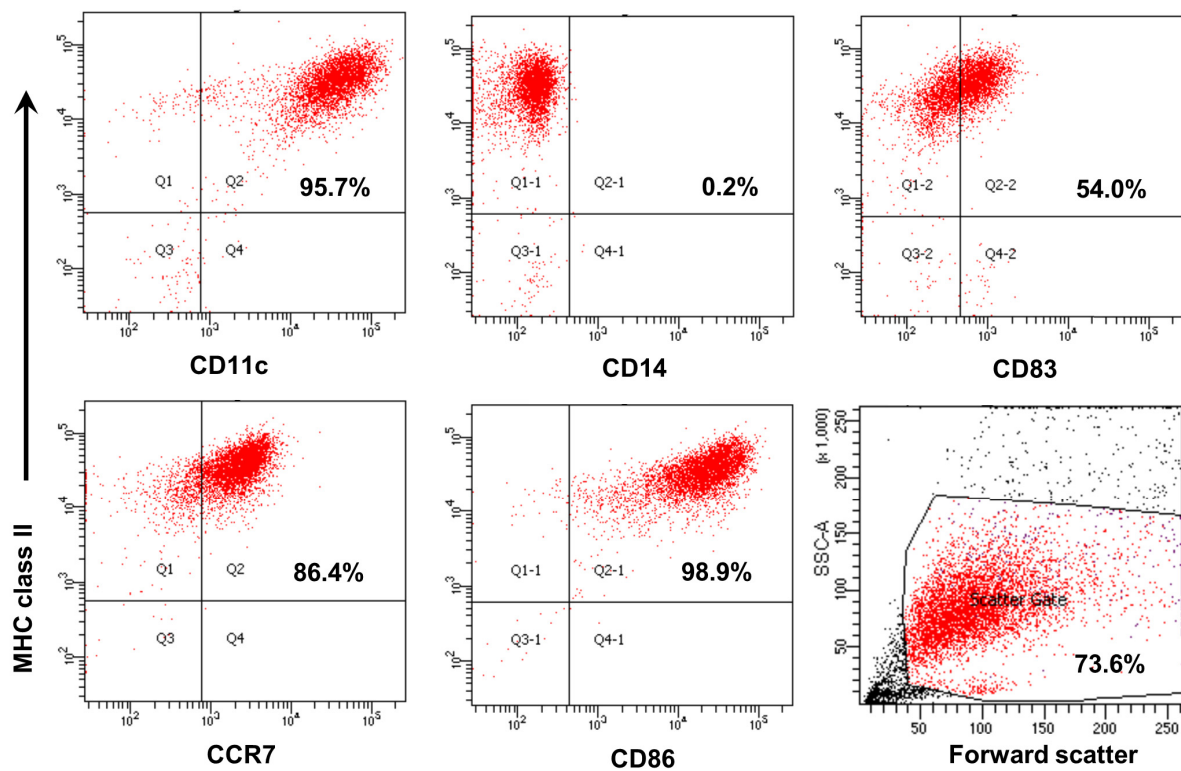

**Figure S4.** Phenotype and scatter profiles of human monocyte-derived mature DCs characterized by flow cytometry.

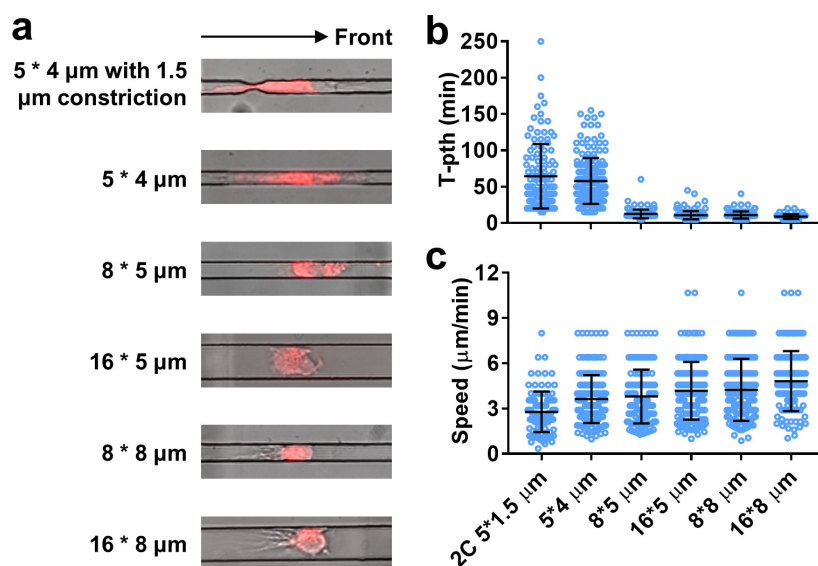

**Figure S5.** Comparison of chemotactic migration of human mDCs in microchannels with different cross-sectional dimensions in response to CCL19. a) Representative snapshots of the cells migrating in microchannels with different dimensions. All the channel dimensions are labelled as channel width \* channel height. b) Scatterplots of the time for the cells to completely pass through microchannel openings or constrictions. T-pth represents the time between the cell front approaching the channel opening/constriction and the cell rear completely passing through the opening/constriction. c) The average migration speeds of cells in the microchannels with different dimensions. "2C 5\*1.5  $\mu\text{m}$ ": two separate 5\*1.5  $\mu\text{m}$  constrictions within a 5\*4  $\mu\text{m}$  microchannel. The migration speed was calculated by dividing the length of the microchannel by the length of time between the cell just completely entering and exiting a microchannel. The results represent combined data from two independent experiments for b) and c). Only the cells succeeded in migrating out from the migration channels to the CCL19 reservoirs were measured. The total numbers of measured cells in each conditions were between 113 and 171. Bars represent mean  $\pm$  standard deviation (SD).

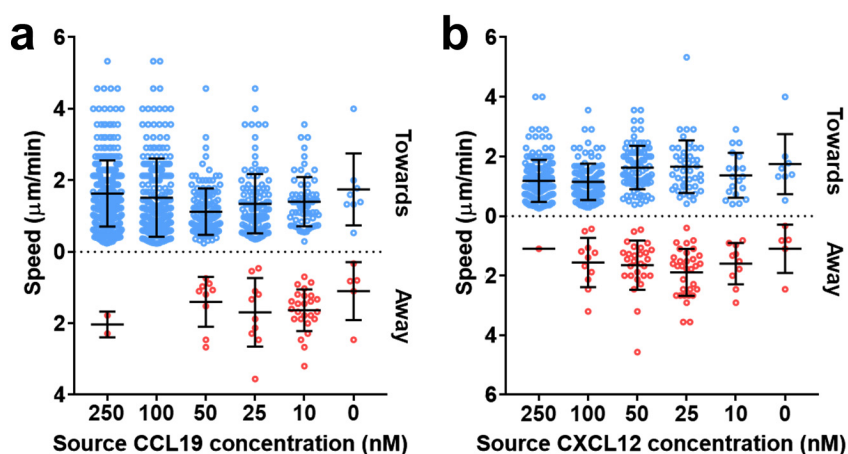

**Figure S6.** Scatterplots of the overall migration speeds of mDCs in response to CCL19 (a) and CXCL12 (b). The speed was calculated by dividing the length of the migration channel by the length of time between the cell front approaching the migration channel and the cell rear migrated out the migration channel. The results represent combined data from three independent experiments. The total numbers of recorded cells in time-lapse imaging in each condition were between 291 and 523. Bars represent mean  $\pm$  standard deviation (SD).

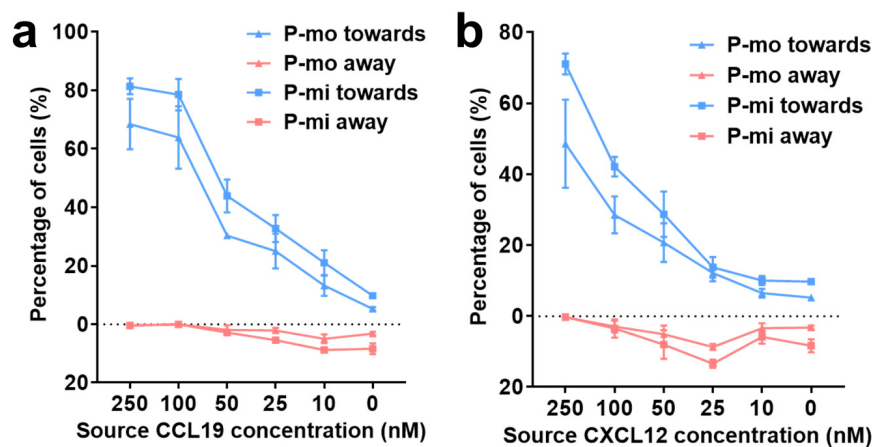

**Figure S7.** Percentages of total migrating (P-mi) and migrated-out (P-mo) mDCs in response to CCL19 (a) and CXCL12 (b) at different concentrations. All results represent combined data from three independent experiments. Bars represent mean  $\pm$  SD.

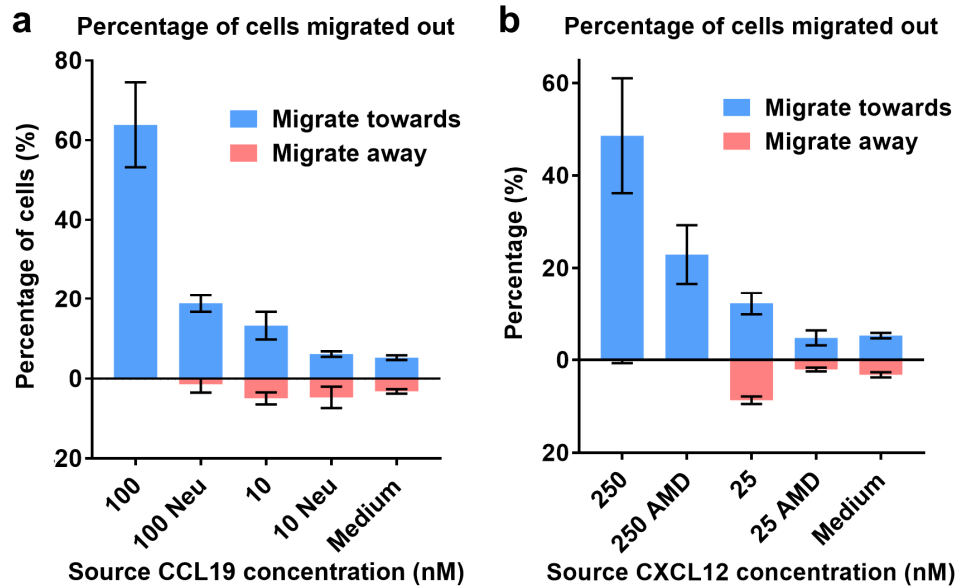

**Figure S8.** Changes of the percentages of the cells migrated out in response to 100 nM and 10 nM CCL19 after CCR7 neutralization by MAB197 (a) and in response to 250 nM and 25 nM CXCL12 after CXCR4 antagonization by AMD3100 (b). Results represent combined data from three independent experiments for non-treated groups and are from two independent experiments for CCR7/CXCR4 inhibited groups. Bars represent mean  $\pm$  SD.

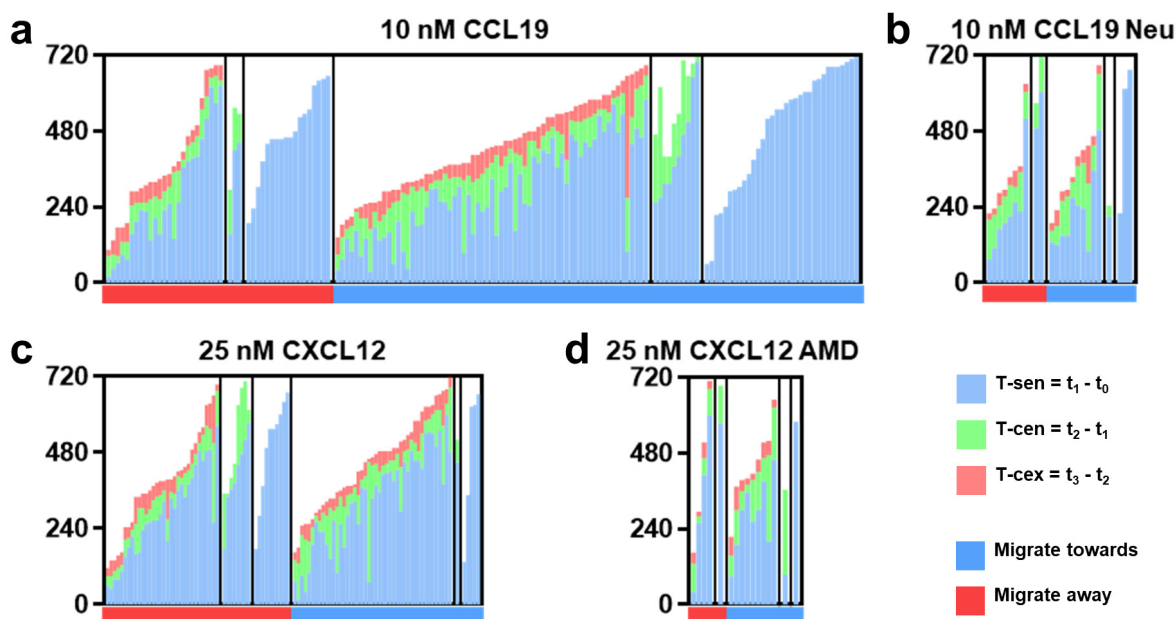

**Figure S9.** a,b) Migration profiles of migrating mDCs in response to 10 nM CCL19 without (a) and with (b) CCR7 neutralization. c,d) Migration profiles of migrating mDCs in response to 25 nM CXCL12 without (c) and with (d) CXCR4 antagonization. Each column represents a single migrating cell. Results represent combined data from three or two independent experiments. The total numbers of recorded cells  $N=523$  for (a), 162 for (b), 370 for (c) and 197 for (d).

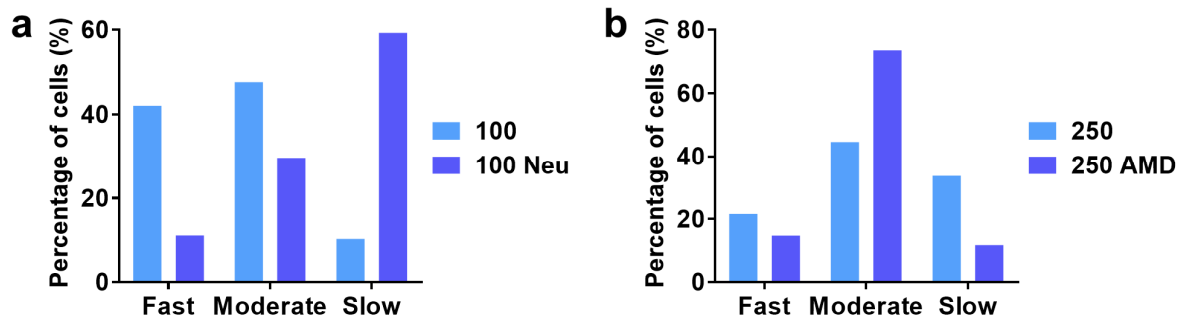

**Figure S10.** Changes of the percentages of fast, moderate and slow migrators in migrated-out cells towards 100 nM CCL19 with/without CCR7 neutralization by MAB197 (a) and towards 250 nM CXCL12 with/without CXCR4 antagonization by AMD3100 (b). Results represent combined data from three or two experiments.

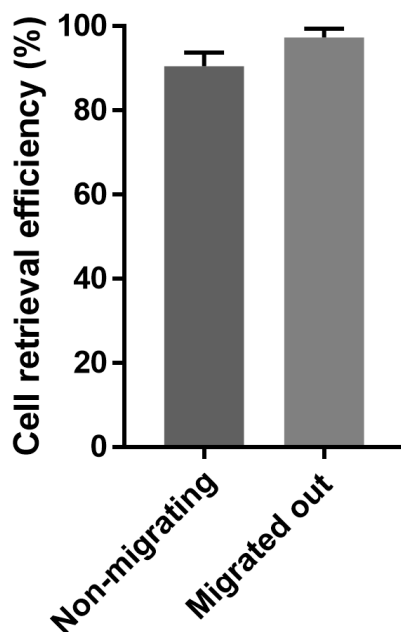

**Figure S11.** The mDC retrieval efficiency after BM-Chip migration assay with 50 nM CCL19. The cell numbers in the channels and in the reservoirs before and after retrieval were counted to calculate the retrieval efficiency. Results represent combined data from four independent experiments.

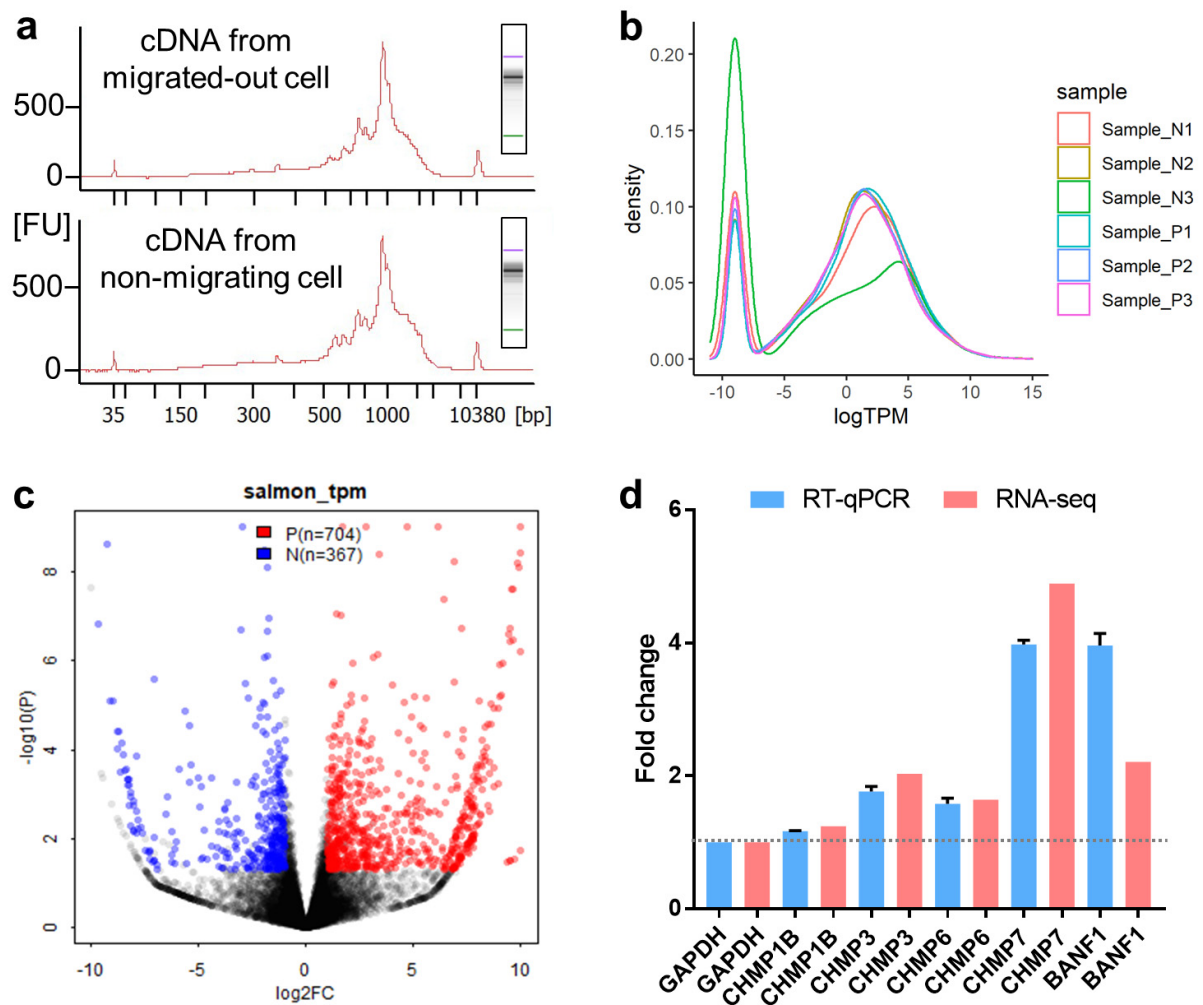

**Figure S12.** Evaluation of the RNA-seq data. a) Bioanalyzer traces of amplified cDNA indicate successful RNA isolation and cDNA synthesis from migrated-out cells and non-migrating cells. b) Gene expression density profile of the six samples. N1–N3 are samples of non-migrating cells and P1–P3 are samples of migrated-out cells. Sample N3 was excluded in the following differential gene expression analysis due to remarkable inconsistency with other samples. c) Volcano plot of the differentially expressed genes. P, migrated-out cells; N, non-migrating cells. d) A group of genes that are enriched in migrated-out cells were selected to validate RNA-seq data using quantitative real-time PCR. GAPDH was selected as a reference gene.

## Reference

- [1] P. M. Davidson, J. Sliz, P. Isermann, C. Denais, J. Lammerding, *Integr. Biol.* **2015**, *7*, 1534.
- [2] C. T. Veldkamp, E. Kiermaier, S. J. Gabel-Eissens, M. L. Gillitzer, D. R. Lippner, F. A. DiSilvio, C. J. Mueller, P. L. Wantuch, G. R. Chaffee, M. W. Famiglietti, D. M. Zgoba, A. A. Bailey, Y. Bah, S. J. Engebretson, D. R. Graupner, E. R. Lackner, V. D. LaRosa, T. Medeiros, M. L. Olson, A. J. Phillips, H. Pyles, A. M. Richard, S. J. Schoeller, B. Touzeau, L. G. Williams, M. Sixt, F. C. Peterson, *Biochemistry* **2015**, *54*, 4163.

How the deposited data were processed for this re-analysis (not part of the article)

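RNA of migrated-out and non-migrating mDCs was measured in 3 libraries of each group. The authors trimmed and filtered the reads (the submitters' processing notes name cutadapt and fastp) and quantified them with Salmon 0.14.1 on the human transcriptome hg38. They deposited the estimated counts per gene symbol, which are not normalized, and a table of transcript abundance per gene (TPM). The latter is named as log2 values, but the TPM the authors deposited are linear, since no value is negative and the columns sum to 877487 to 907437. The planned fit on these values as log2 TPM was therefore not run, and log2(TPM + 0.001) was used in its place, chosen after seeing the data. The authors' own comparison used DESeq2 with a fold change above 2 and a median log2(TPM) above -1, and left out sample N3. The paper's results name an adjusted p and its methods a p.

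The tables hold 59008 gene symbols, of which 12720 passed the low-count filter of edgeR 4.0.16 in R 4.3.3. Estimated counts were rounded to whole numbers, and the quasi-likelihood test with TMM factors was run on P1 to P3 against N1 and N2, without a block. Adjusted p-values are Benjamini-Hochberg. Medians of lists were the same when genes without a count in one group were set at their bound. The standard error of an edgeR log2 fold change is its size divided by the square root of F. DESeq2 1.42.0 on the same counts, with independent filtering at 0.05 and without edgeR's low-count filter, and limma 3.58.1 on log2(TPM + 1) were alternatives. The 29 gene lists, among them markers of T, NK, B and red blood cells, were tested with camera at a preset correlation of 0.01 and with an estimated one. Fisher's exact test compared the lists with the paper's migrated-out genes. The alternatives covered scaling by RLE or by library size, no low-count filter, no median TPM filter, no fold change threshold, unadjusted p, all 6 libraries with and without voom quality weights, a replicate block, and each library left out in turn. These, the lists and the rule for named genes were fixed before the data were examined, except for the filtering level of DESeq2, which was not named there. The alternatives were planned for the counts of called genes, the lists and the genes CHMP1B, CHMP3, CHMP6, CHMP7, BANF1 and GAPDH, and those reported for any other named gene were added after seeing the data. DESeq2 was first run at its default level, and the level of 0.05 was adopted after that run. A fit with GC-adjusted offsets was added afterwards, in which a loess trend of each library on the GC content of GENCODE 44 transcripts was removed. It covers the 89.1% of tested genes with a GC value. Also chosen after seeing the data were DESeq2 without the median TPM filter or with the low-count filter, limma on TPM with pseudocounts of 0.001 and 0.002, limma at unadjusted p with the low-count filter and at both p without it, and DESeq2 on rounded TPM, a count model that is not meant for this unit.

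The genes named are those the paper names, of which 1 is not reported here, in each direction the 8 genes with the smallest p among those whose migrated-out libraries all lay on one side of N1 and N2 with a mean log2 CPM above 3, and up to 4 members of a reported list. The symbols of Dataset S1 were seen before this rule was written. No gene was called, so the 8 are those with the smallest unadjusted p. Y-linked genes, XIST and HLA-DRB genes that only some people carry entered the tests and list counts but are not described. Gene positions are those of GENCODE 44 on hg38, the build the authors used.

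The simulated test data were drawn from the means, library sizes and dispersions of the 5 libraries. With the 200 changed genes at a mean log2 CPM above 3, DESeq2 called 71 of 100 genes changed by 4-fold and 95 of 100 changed by 16-fold. It also called 73 unchanged genes at an adjusted p under 0.05, so its share of false calls lay above 0.05. The biological coefficient of variation was 0.802. A count of 0 allows up to 3 counts, which is 0.154 to 0.282 CPM in the 5 libraries and 0.904 in N3. Libraries of one group differed far beyond counting error (chi-square per degree of freedom 46.3 to 135), so none was another library sequenced again. The value cannot tell separate cells from the same RNA amplified separately, since it is set against counting error only.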

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

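The tests of GC content across libraries and of T cell genes were chosen only after the result was seen, and the fit with GC-adjusted offsets was added after seeing the data.

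Genes of T and NK cells, which the paper does not discuss, were lower in migrated-out than in non-migrating libraries. Of 18 tested genes 17 were lower, with a median log2 fold change of -2.13 and a camera adjusted p of 1.0e-05, and the adjusted p was 0.753 with an estimated correlation. The median was also -2.13 with genes without a count in one group at their bound. No gene passed edgeR's test over all genes, and 4 did when adjusted over the list alone. With all 6 libraries the median was -1.28 and the adjusted p was 0.441. GZMK had no count in the migrated-out libraries and was at least 52.8-fold lower there, and TIGIT had 3.51 ± 4.48 TPM (SD, n = 2) in N1 and N2.

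The mRNAs may come from lymphocytes that were not removed when the adherent monocytes were isolated, but of the 8 T cell genes CD3D, CD3E, CD3G, TRAC, TRBC1, TRBC2, CD2 and LCK only 1 was higher in both N1 and N2 than in every migrated-out library. This count met the bound against lymphocytes, and a minimum median of 20 CPM was then added to the test, both set after the count was seen, so that at a median of 2.93 CPM the genes are too sparse to decide and lymphocytes cannot be told apart from other sources. TRBC2, the most abundant of these genes over the 5 libraries, averaged 12.3 TPM in N1 and N2 and 8.92 TPM in migrated-out libraries (log2 fold change -0.20, standard error 1.45), TRBC1 had 32.1 TPM in N1, 5.24 TPM in N2 and 3.09 TPM on average in migrated-out libraries, and the number of the 8 genes with counts was 1 in P1, 3 in P2, 6 in P3, 5 in N1, 6 in N2 and 0 in N3. GC-adjusted offsets left the median at -2.17, against a GC trend as the whole cause, and the median lay at the 0.01 percentile of 10000 random lists matched on mean expression, the lowest they can give, which argues against scatter of low counts alone. A difference between migrated-out and non-migrating cells stays open, untested beyond these libraries.

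The 13 mitochondrially encoded genes, which the paper does not discuss, were all lower in migrated-out libraries. Their median log2 fold change was -0.79, with a camera adjusted p of 2.9e-04 (0.852 with an estimated correlation). The median was -0.79 over all 6 libraries (camera adjusted p = 1.2e-06). It was only -0.29 without N2, which leaves 1 non-migrating library. Of 27 genes of ER stress, also outside those the paper discusses, 20 were lower, with a median of -0.54 and a camera adjusted p of 0.00912 (0.852 with an estimated correlation), and the median was -0.04 with an adjusted p of 0.720 without N2.

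Fold changes between the groups followed GC content, with a rho of 0.61 across genes with a mean log2 CPM above 5 and 0.38 across all tested genes. Libraries of one group differed in the same way, with a largest rho of 0.474 in size, between N1 and N2, which is consistent with a GC bias of single libraries. Without N2 the rho was 0.316, so that part of the trend remained without this library. The GC slopes of the 6 libraries gave an exact permutation p of 0.300, two-sided, where 0.10 is the smallest that 3 libraries against 3 allow, so a difference between the cells and a bias of the libraries cannot be told apart.

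For the higher MHC class II genes in migrated-out libraries, GC-adjusted offsets left the median at 1.42 (standard error 0.161) from 1.66, which argues against GC content as the whole cause. B cells also express MHC class II, but CD79A, CD79B and MS4A1 together were higher by only 0.259% of the difference of HLA-DRA in TPM. MS4A1, the most abundant of these genes, averaged 2.71 TPM in migrated-out cells. The small rise argues against B cells as the source of the whole difference. The B cell list itself was higher without P1 (median 2.76, camera adjusted p = 8.2e-04). With P1 kept, its adjusted p was 0.386, and 0.888 with an estimated correlation. A small number of B cells stays open. A difference between migrated-out and non-migrating cells may remain as a hypothesis, found and tested on the same libraries.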

How the results depend on the processing

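GC-adjusted offsets, limma on log2(TPM + 0.001) or log2(TPM + 0.002), limma at an unadjusted p or without the low-count filter, DESeq2 without the median TPM filter, with the low-count filter or on rounded TPM, the filtering level of 0.05 in DESeq2, the edgeR counts at an unadjusted p without N2, the all-6 counts with an unadjusted p or DESeq2, and every setting for named genes other than CHMP1B, CHMP3, CHMP6, CHMP7, BANF1 and GAPDH were chosen only after the result was seen.

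No gene was called in either direction with RLE, library size only, no median TPM filter, no fold change threshold, limma on log2(TPM + 1), log2(TPM + 0.001) or log2(TPM + 0.002), all 6 libraries, quality weights, GC-adjusted offsets or any library left out, at an adjusted p and, apart from log2(TPM + 1), with the low-count filter. Limma without that filter and without a trend in the variance called 87 and 72 on log2(TPM + 0.001), 77 and 65 on log2(TPM + 0.002) and 0 and 0 on log2(TPM + 1). Counts in migrated-out and non-migrating cells became 96 and 65 without the low-count filter, where the prior degrees of freedom of edgeR's dispersion were infinite in place of 5.08 and 49 of the 161 called genes had no count in one group. They were 278 and 121 with DESeq2, which ran without edgeR's low-count filter (269 and 115 at its default filtering level, which was run first), and 213 and 100 with that filter, and at an unadjusted p 843 and 515 with DESeq2, 742 and 393 with the low-count filter, 1008 and 543 without its median TPM filter, 546 and 317 with edgeR, 343 and 232 with GC-adjusted offsets and 937 and 409 without N2. Limma at an unadjusted p gave 566 and 354 on log2(TPM + 0.001), 577 and 365 on log2(TPM + 0.002) and 482 and 420 on log2(TPM + 1), and without the low-count filter and without a trend in the variance 327 and 222, 349 and 233, and 459 and 427. DESeq2 on rounded TPM gave 25 and 30 at an adjusted p and 178 and 133 at an unadjusted p. Over all 6 libraries these were 241 and 131 with edgeR at an unadjusted p and 117 and 28 with DESeq2. For edgeR and DESeq2 the filter was changed by itself, whereas for limma the trend in the variance was dropped with it. Other causes were not tested.

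Of the paper's lists, 514 and 285 genes had an unadjusted p under 0.05 and a fold change above 2 in edgeR. This overlap moved to 337 for migrated-out genes with limma on log2(TPM + 1), to 212 and 67 with all 6 libraries, to 168 for non-migrating genes with quality weights, to 331 and 180 with GC-adjusted offsets, to 139 and 85 with DESeq2 on rounded TPM, and with limma without the low-count filter to 270 and 109 on log2(TPM + 0.001), 283 and 115 on log2(TPM + 0.002) and 312 for migrated-out genes on log2(TPM + 1). With 1 library left out it was 309 to 363 and 174 to 236. Whether the replicate numbers pair the libraries is not settled. The correlation of deviations was only 0.0323, 0.0344 and 0.0541 for equal numbers, but each migrated-out library correlated best with its own number. Correlations this small neither show nor exclude a pairing. With the replicate block 0 genes were called, and the overlap was 318 and 149, or 165 and 42 with all 6 libraries.

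The log2 fold change of CHMP3 was 0.98 in DESeq2, where its adjusted p was 0.0400 (0.0584 with the low-count filter) and its fold change below 2, and 0.76 relative to GAPDH. Leaving out 1 library gave -0.022 to 0.597 for CHMP1B, -0.42 to 1.95 for CHMP6, 1.33 to 7.39 for CHMP7, -0.29 to 0.50 for CCR7, -0.79 to 0.66 for MAPK3 and -0.019 to 0.353 for CD74. All 6 libraries gave -1.05 for CHMP6, -0.06 for BANF1, -0.11 for GAPDH, -0.10 for CCR7 (-0.014 with quality weights) and -0.26 for C5AR1. GC-adjusted offsets gave -0.056 for CHMP6, -0.10 for GAPDH, -0.27 for CCR7 and -0.37 for CD74. Limma on log2(TPM + 1) and log2(TPM + 0.001) gave -0.01 for CCR7 in both. The replicate block gave 0.47 for MAPK3 and -0.039 for CD74, and with all 6 libraries -0.28 for CHMP6, -0.034 for GAPDH, -0.059 for CCR7, 0.36 for HSPA5 and 0.10 for DNAJB11. These changes of sign lay within their standard errors or just beyond them, and the cause was not tested.

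With an estimated correlation no list passed camera's test, at medians of 1.66 for MHC class II, -2.13 for T and NK cell, -0.54 for ER stress and -0.79 for mitochondrially encoded genes. With all 6 libraries the T and NK cell list (-1.28) and ER stress (-0.15) no longer passed. Leaving out 1 library gave -0.70 to -0.045 for ER stress, -1.20 to -0.29 for mitochondrially encoded genes, -0.233 to 0.049 for the endosome, -0.037 to 0.642 for C2H2 zinc fingers and 0.048 to 0.439 for the lysosomal membrane. The replicate block changed no call of a list, but moved the median of T and NK cell genes to -4.04 (adjusted p = 1.0e-06) and that of B cell and plasma cell genes from 2.17 to 0.54 (adjusted p = 0.838), and that of the CD1 family from 2.84 to 1.62. Over all results and settings, 1076 values, nearly all of single genes, and 221 values of lists, counts and genes of the nuclear envelope kept their direction and side of the threshold, or for counts lay within 1.5 times, whereas 83 values of the former and 1 of the latter gained the threshold, 8 of the latter lost it, 21 and 8 changed sign, and 5 and 67 moved further. Leaving out N1 or N2 leaves 1 non-migrating library, which is assumed to vary like the other group. The planned fits on the deposited values as log2 TPM were not run, since these are linear. At the depth of N3 a count of 0 allows up to 0.904 CPM.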

Differences from the paper's values

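The paper's value is 704 genes higher in migrated-out cells and 367 higher in non-migrating cells, at a fold change above 2 and an adjusted p under 0.05, and the values here are 0 and 0. Among the alternatives set before the data were examined, edgeR at an unadjusted p (546 and 317) and DESeq2 at an unadjusted p (843 and 515) lie within 1.5 times of the paper's values. They hold 480 of 704 and 282 of 367, and 628 of 704 and 351 of 367, of the paper's genes. DESeq2 at an adjusted p (278 and 121, of which 265 and 116 are the paper's, at a filtering level adopted after a first run at the default level had given 269 and 115, of which 257 and 110), no low-count filter (96 and 65, of which 92 and 51), RLE, library size only, no median TPM filter, no fold change threshold, log2(TPM + 1), all 6 libraries, quality weights, the replicate block and each library left out in turn do not. Other settings that lie within 1.5 times of the paper's values were chosen after seeing the values. Limma at an unadjusted p gave 566 and 354 on log2(TPM + 0.001), which hold 424 of 704 and 228 of 367 of the paper's genes, 577 and 365 on log2(TPM + 0.002), which hold 427 and 229, and 482 and 420 on log2(TPM + 1), which hold 337 and 225. DESeq2 at an unadjusted p without the median TPM filter gave 1008 and 543, which hold 699 and 356 and drop 5 and 11. DESeq2 at an unadjusted p with the low-count filter gave 742 and 393, which hold 626 and 341. EdgeR at an unadjusted p without N2 gave 937 and 409, which hold 356 and 186. Limma without the low-count filter, at an unadjusted p on log2(TPM + 1), gave 459 and 427, which hold 312 and 212, and only the latter lies within 1.5 times. Further settings chosen after seeing the values also called genes of the paper's lists without reaching their number. DESeq2 at an adjusted p with the low-count filter called 213 and 100 genes, of which 205 and 97 are the paper's. EdgeR with GC-adjusted offsets at an unadjusted p called 343 and 232 (301 and 177 of the paper's), limma without the low-count filter at an unadjusted p called 327 and 222 on log2(TPM + 0.001) (236 and 105) and 349 and 233 on log2(TPM + 0.002) (249 and 111), and DESeq2 on rounded TPM gave 178 and 133 at an unadjusted p (139 and 85 of the paper's). At an adjusted p, limma without the low-count filter called 87 and 72 on log2(TPM + 0.001) (51 and 27 of the paper's) and 77 and 65 on log2(TPM + 0.002) (45 and 26), and DESeq2 on rounded TPM 25 and 30 (19 and 24). Over all 6 libraries, DESeq2 called 117 and 28 at an adjusted p and edgeR 241 and 131 at an unadjusted p. The paper's methods name p where its results name an adjusted p. In DESeq2, 699 of 704 and 356 of 367 of its genes had an unadjusted p under 0.05 and a fold change above 2. Only 280 and 118 had an adjusted p under 0.05, which argues against that threshold for the lists with DESeq2 as run here. The unadjusted p did not return the lists exactly either. BANF1 and CHMP7 are in the migrated-out list with an unadjusted DESeq2 p of 0.182 and 0.363. Of the paper's genes, 632 of 704 and 362 of 367 had a median TPM above 0.5 in the higher group.

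For BANF1, the paper's RNA-seq fold change is about 2.2 in Figure S12d, read by eye, and the value here is 1.39. Of the alternatives set before the data were examined, only leaving out P1 gave a value within 1.5 times of it, and the others did not. The paper states that CHMP7 and BANF1 were highly expressed in migrated-out cells. Here no setting tried gave either gene an adjusted p under 0.05, CHMP7 had 84 counts in the migrated-out libraries together and 11 in N1 and N2, and BANF1 was higher in migrated-out cells by a log2 fold change of 0.47 without N3 and -0.06 with it. The fold changes of CHMP1B, CHMP3, CHMP6 and CHMP7 lay within 1.5 times of the paper's figure in the setting reported first. CHMP7 did not at 168.0 without N2, where the non-migrating group has no count left, 2.52 without N1, 12.5 with the replicate block and 1.26 with log2(TPM + 1), CHMP6 did not at 0.483 with all 6 libraries, 0.823 with these and the block, 0.747 without N2, 3.87 without N1 and 0.988 relative to GAPDH, and CHMP1B did not at 2.05 with all 6 libraries and the block. The paper lists the lysosomal membrane, the endosome and ZnF_C2H2 among its enriched categories. The fixed lists used here, which are not the categories of DAVID, held 8 of 46, 3 of 51 and 27 of 264 genes of the background, with adjusted p-values of 0.0703, 1 and 0.0742 from Fisher's exact test. Of the genes the paper gives in Figure 4f, read by eye, about 25 are of the lysosomal membrane and about 31 of the endosome, where the fixed lists find 8 and 4 among the 704 genes. These counts are of the paper's own genes, so they are the same under every alternative set before the data were examined. For ZnF_C2H2 the paper gives about 39 and the list finds 33, and for MHC class II the 10 genes match the number printed there. None of these lists is a category of DAVID, so the counts need not be of the same genes.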

Other observations

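The fit with GC-adjusted offsets, the count of separated genes and every alternative given for a single gene in this part were chosen only after the result was seen.

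The 3 tested genes of the CD1 family, which serves the presentation of lipids to T cells, had a median log2 fold change of 2.84, but the list did not pass camera's test (adjusted p = 0.128, and 0.852 with an estimated correlation), and the median was 1.27 without N1 and 4.92 without N2. The list passed without P1 (adjusted p = 0.00910). CD1B had 71.3 ± 52.6 TPM (SD, n = 3) against 11.4 ± 0.845 TPM (SD, n = 2) in N1 and N2, and CD1E had 52.7 ± 30.2 TPM (SD, n = 3) against 8.38 ± 9.27 TPM (SD, n = 2). Both missed edgeR's adjusted threshold (adjusted p = 0.446 and 0.443), passed when adjusted over the list alone and passed DESeq2's (adjusted p = 0.0108 and 0.00861). The log2 fold change of CD1E was 2.94, and 2.14 without N1 and 4.92 without N2. CD1C had a log2 fold change of 1.38 (standard error 2.20), with 0 counts in P1. Of the 31 tested genes of mature DCs, 13 were higher and 18 lower in migrated-out cells. CD80 had a log2 fold change of -1.89 (standard error 0.51), CD83 one of -0.79 (standard error 0.27), CD86 one of -0.93 (standard error 0.33) and CD40 one of -1.03 (standard error 0.34), all with an edgeR adjusted p above 0.44, and in DESeq2 the adjusted p was 0.0218 for CD80, 0.0514 for CD83, 0.154 for CD86 and 0.118 for CD40. These values rested partly on single libraries, at -0.40 without N2 and -1.31 without N1 for CD86, -0.51 without N1 and -1.41 without N2 for CD40 and -1.17 without N1 for CD80, and N3, at 112.7 TPM of CD86 and 51.8 TPM of CD40, lay below every migrated-out library. TNFRSF18 was at 2.45 (standard error 0.59), with an adjusted p of 0.00345 in DESeq2. The list of mature DC genes had a median of -0.18 (camera adjusted p = 0.372, and 0.852 with an estimated correlation). With GC-adjusted offsets its median was -0.36 (camera adjusted p = 0.0309).

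CCR7, the receptor for CCL19, had 1096 ± 321 TPM (SD, n = 3) in migrated-out cells and 1143 ± 546 TPM (SD, n = 2) in N1 and N2. Its log2 fold change was 0.04 (standard error 0.33), so no difference was detected beyond this error, and it was -0.10 over all 6 libraries, -0.27 with GC-adjusted offsets, -0.29 without N2 and -0.04 without P1. CXCR4 had a log2 fold change of -0.56 (standard error 0.32) and GPR183, a receptor for oxysterols, one of -1.25 (standard error 0.35). The chemokine CXCL8 had 130.9 ± 71.1 TPM (SD, n = 3) against 488.4 TPM in N1 and 488.2 TPM in N2, but N3 had 43.6 TPM, below every migrated-out library, which gives 340.1 ± 256.7 TPM (SD, n = 3) over all non-migrating libraries. CCL3 had 51.9 ± 31.9 TPM (SD, n = 3) against 7.10 ± 5.36 TPM (SD, n = 2), and its log2 fold change of 2.99 was 2.35 without N1 and 4.25 without N2. Of the macrophage genes, TREM2 and APOC1 were at a log2 fold change of 2.01 and 1.28 and CD36 at -1.53. Over all 6 libraries they were at 0.35, 0.57 and -1.03, and N3 had 84.5 TPM of TREM2, above every migrated-out library, 485.1 TPM of APOC1, and 4.30 TPM of CD36, below every migrated-out library. RHOA, ROCK1 and MAPK3 had log2 fold changes of -0.45, 0.63 and -0.27, and C5AR1 one of 0.61. Over all 6 libraries C5AR1 was at -0.26, and MAPK3 was at 0.66 without N2 and 0.32 without P3. CD14 had 0 counts in all 6 libraries. ITGAX, which encodes CD11c, averaged 0.243 TPM in migrated-out cells and 0.0519 TPM in N1 and N2, and ACKR3 averaged 0.0848 and 0.588 TPM. The paper describes its mDCs as positive for CD11c by flow cytometry, so these low RNA values do not show that the cells lack CD11c. None of the genes in this part passed edgeR's test over all genes. In DESeq2 the adjusted p was 0.00577 for CXCL8, 0.00666 for TREM2, 0.00706 for APOC1, 0.0111 for CCL3, 0.0209 for CD36 and 0.0389 for GPR183. CCR7, CXCR4, RHOA, ROCK1, MAPK3, C5AR1, ITGAX and ACKR3 missed DESeq2's adjusted threshold as well.

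Of the 29 lists, 25 did not pass camera's test, with adjusted p-values from 0.0742 to 0.839. The median log2 fold change was 0.31 for MHC class I, 0.06 for lysosomal hydrolase, 0.23 for nuclear lamina and LINC, 1.13 for the 2 genes of platelet and erythrocyte, 0.05 for RhoA-ROCK and actomyosin, 0.01 for immediate early and handling stress, 0.10 for hypoxia and glycolysis, 0.12 for cell cycle, 0.46 for interferon response, 0.39 for cholesterol synthesis, 0.21 for apoptosis, 0.39 for ribosomal protein and 0.47 for nuclear genes of respiratory complex I. It was -0.64 for monocyte and macrophage, -0.05 for chemotactic receptor, -0.87 for inflammatory cytokine and chemokine, -0.04 for Arp2/3, Rac and Cdc42 and -0.22 for MAPK cascade. Among these lists, the sign of the median held in every setting tried for cholesterol synthesis, ribosomal protein and complex I, and changed in at least 1 setting for each of the others. The direction of camera was opposite in sign to the median for nuclear lamina and LINC, chemotactic receptor, RhoA-ROCK, immediate early and cell cycle genes, and the mean was opposite to the median for nuclear lamina and LINC (-0.10), chemotactic receptor (0.51) and Arp2/3 (0.04). Of the 25 lists, 4 passed camera's test without P1, 3 without the low-count filter and 1 each without P2, without N1 and with GC-adjusted offsets. The list of inflammatory cytokine and chemokine genes passed without P2 (adjusted p = 0.0218) and without N1 (adjusted p = 0.0467), and its median was 0.60 without N2.

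The groups of genes were separated, with every migrated-out library on one side of N1 and N2, for 27.3% of the tested genes, where chance gives 20%. For the genes called over all 6 libraries, and for the lists, the 6 libraries allow only 10 splits, the real one included. These are too few to give a share under 0.05. The real split gave 0 called genes in each direction, and the highest other count was 0. Any split reaches 0, so this count cannot tell the real split from the others. For MHC class II the real camera p was 2.5e-06 and the smallest of the other splits 5.2e-07. For T and NK cell genes these were 0.167 and 4.6e-04. With the real split included, 2 and 4 of the 10 splits had a p as small as the real one.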
